# Sex-Specific Modulation of the Host Transcriptome in the Spleen of *Schistosoma mansoni*-Infected Mice

**DOI:** 10.3389/fcimb.2022.893632

**Published:** 2022-07-05

**Authors:** Franziska Winkelmann, Anne Rabes, Cindy Reinholdt, Nicole Koslowski, Dirk Koczan, Emil C. Reisinger, Martina Sombetzki

**Keywords:** *Schistosoma mansoni*, unisexual infection, transcriptome analysis in spleens, host–parasite interaction, immunomodulation

## Abstract

**Background:**

Schistosomiasis is a severe parasitic disease that is primarily driven by the host’s immune response to schistosome eggs trapped in tissue and by the granulomatous inflammatory and fibrotic reaction they cause. Despite significant progress in understanding the complex immunological processes involved in the relationship between schistosomes and their host, neither an effective vaccine against the infection nor anti-fibrotic drugs currently exists, making the search for new targets for schistosome drugs and vaccine candidates even more important. In order to identify new molecular targets for defense against or elimination of the parasite, we investigate herein the interplay between the host and male or female schistosomes, clearly separating this from the action of the parasite eggs.

**Methods:**

For this purpose, we infected 6–8-week-old female NMRI mice with 100 male (M), female (F), or both (MF) *S. mansoni* cercariae and performed a comparative transcriptomic and flow cytometric analysis of their spleens.

**Results:**

Principal component analysis of a total of 22,207 transcripts showed a clear clustering of the experimental groups. We identified a total of 1,293 genes in group M, 512 genes in group F, and 4,062 genes in group MF that were differentially expressed compared to naive controls. The highest percentage of regulated genes (2,972; 65.9%) was found in group MF alone, but there was a large overlap between groups M and MF (798; 17.7%) and a small overlap between groups F and MF (91; 2.0%). Only 4.5% of genes (201) were revealed to be regulated in all experimental groups (M/F/MF). In addition, we were able to show that both worm sexes trigger immune responses in an egg-independent manner (non-polarized Th1 and Th2 response), with female worms exerting less regulatory influence than males.

**Conclusion:**

Our data show that adult schistosomes trigger sex-specific, egg-independent immune responses. The lists of genes regulated by adult female or male worms presented here may be useful in deciphering host–parasite interactions to identify targets for schistosome elimination.

## Introduction

Schistosomiasis remains one of the most common parasitic tropical diseases of the 21st century, affecting more than 230 million people worldwide and causing an estimated 1.9 million disability-adjusted life years (DALYs; Weerakoon et al., 2015; Hay et al., 2017). It is a severe parasitic disease caused predominantly by the host immune response to tissue-trapped schistosome eggs, and by the granulomatous inflammatory and fibrotic reaction which they trigger. In the absence of a reliable vaccine to control the spread of the disease, current treatment strategies, including mass drug administration, rely heavily on the anthelmintic praziquantel (PZQ; WHO, 2022). However, the therapy is insufficient because PZQ is ineffective against developmental stages and fails to prevent reinfection. In addition, mass treatments in the course of containment efforts may cause resistance to develop (Fallon and Doenhoff, 1994). Therefore, interest in schistosomiasis research is clearly driven by the pressure to find a vaccine against the *Schistosoma* spp. in order to prevent reinfections in endemic areas, particularly in children, and to limit transmission.

Humans and other vertebrates become infected with the parasite *via* contaminated freshwater. The infective larval stages, which are free swimming in the water, penetrate the skin and mature on their way through the lungs, heart, and liver to become adult worms which finally mate in the portal vein. From here, they migrate as worm pairs, the male carrying the female in its ventral cavity, into the venous plexuses (mesenteric or pelvic) of their target organs, intestine or bladder. Schistosomes exhibit pronounced sexual dimorphism. *Schistosoma mansoni* is the most widespread member of the genus (Gryseels et al., 2006). It remains in the mesenteric vessels for the duration of its lifetime, and the eggs deposited in the blood by female worms are washed retrogradely by the bloodstream to the liver, causing severe hepatosplenic disease. Soluble egg antigens trigger vigorous granulomatous inflammation which leads to hepatic fibrosis and thus to impaired hepatic blood flow, portal hypertension, bleeding from esophageal varices, and ascites (Stavitsky, 2004; Burke et al., 2009). The inflammation process corresponds to a Th2 immune response that, later in the chronic course of the disease, changes to a Th2/Treg response. As well as egg antigens, antigens of the gonochoric adult worms circulate in the blood and are also thought to trigger immune responses (Wilson et al., 2015; Cosenza-Contreras et al., 2018). Adult worms are equipped with an amazing variety of mechanisms to evade the host’s immune attacks (Angeles et al., 2020), enabling them to survive for decades in the hostile environment of their host (Gryseels et al., 2006).

The immunostimulatory molecules of adult worms are diverse and circulate as antigens in the bloodstream of the host. As early as 1953, an experiment with rhesus monkeys showed that an initial infection with male schistosomes resulted in immunity upon subsequent bisexual challenge infection (Vogel and Minning, 1953; Hsü, 1969). In unisexual infection, male worms are significantly more immunogenic than females and induce a stronger immune response in the murine host (Boissier et al., 2003). In a previous study, we have shown that female schistosomes can suppress the host’s early immune response to invading cercariae and trigger an upregulation of anergy-associated genes. Moreover, a primary infection with female *S. mansoni* cercariae resulted in a reduced Th2 response upon subsequent bisexual infection, as evidenced by smaller liver granulomas and less pronounced liver fibrosis (Koslowski et al., 2017). Male schistosomes, on the other hand, elicit a strong innate immune response which in the livers of experimentally infected mice resulted in a visible reduction in worm and egg burden during unisexual reinfection (Sombetzki et al., 2018).

Little is known about the differences in splenic activity caused by male and female schistosomes, however (Cosenza-Contreras et al., 2018). In this study, we performed a comparative transcriptomic and flow cytometric analysis of spleen tissue from unisexually and bisexually infected mice, additionally examining the immunostimulatory capacity of splenocytes in order to dissect the mechanisms underlying the differential immunogenicity of female and male worms.

## Materials and Methods

### *S. mansoni* Infection Model

*S. mansoni* (Belo Horizonte strain) was kept in a life cycle using *Biomphalaria glabrata* fresh water snails as intermediate hosts and 6–8-week-old female NMRI mice as definitive hosts, as previously described (Sombetzki et al., 2016). To obtain either male or female cercariae with which to subsequently infect the mice, *B. glabrata* snails were exposed to single *S. mansoni* miracidia and cercariae were harvested 6 weeks later. The sex of the cercariae was determined by DNA amplification of sex-related chromosome segments using female-specific primers as previously described (Koslowski et al., 2017).

To bring about infection, 6-week-old female C57BL/6 mice were percutaneously exposed to 100 *S. mansoni* cercariae, either male only (M), female only (F), or both sexes (MF). Controls were left untreated (naive). Mice were sacrificed 4 or 8 weeks p.i. (*n* = 6–8) *via* cervical dislocation under isoflurane anesthesia. The spleens were weighed, related to body weight, and collected for further analysis.

### RNA Extraction and Quality Control

RNA extraction was performed on the spleens of mice (*n* = 2–3) which had been infected 8 weeks previously using the RNeasy Plus Kit (Qiagen, Hilden, Germany). The procedure included a DNA removal step according to the manufacturer’s protocol. Before the protocol was applied, the spleen in its entirety was homogenized in liquid nitrogen using a cryo mortar and a pestle with the addition of 1ml chaotropic buffer (RLT Plus) from the RNeasy Plus Kit (Qiagen, Hilden, Germany). The tissue/buffer powder was transferred to a 1.5-ml reaction tube and, after thawing, an aliquot of 50 μl was taken and diluted with 550 μl RNeasy Plus buffer for the cleanup process. Finally, a phenol/chloroform extraction (phenol/chloroform/IAA, 25:24:1, pH 6.6; Thermo Fisher Scientific, Waltham, MA, USA) was performed. This procedure enabled us toaverage the expression pattern of all spleen substructures and ensure that we did not overload the RNeasy spin column. The whole RNA samples were quantified spectrophotometrically (Nanodrop 1000, Thermo Fisher Scientific) and diluted to a concentration of 70 ng/μl. RNA integrity was tested using an Agilent RNA 6000 Nano Chip with a Bioanalyzer 2100 instrument (Agilent Technologies). The samples achieved RNA integrity numbers between 8.6 and 9.8.

### Microarray Hybridization

A 200ng whole RNA sample was used as starting material in the GeneChip^R^ Whole Transcript Sense Target Labeling protocol (Affymetrix, St. Clara, CA, USA). Microarray hybridization was carried out using the AffymetrixClariom™ S Array Kit according to the manufacturer’s instructions (Affymetrix, St. Clara, CA, USA). In brief, the “Whole Transcriptome” protocol starts with first strand synthesis by introducing T7 promoter tags to all RNA molecules using N6 3’ ends. After strand replacement according to Eberwine, non-labeled antisense RNA (aRNA) is produced by *in vitro* transcription in concert with the linear amplification of all RNA molecules without a 3’ bias. After a magnet bead-based cleanup of the aRNA, a new strand-identical single-strand DNA is produced by adding random primers and deoxyribonucleoside 5’-triphosphates (dNTPs) using the aRNA as a template. In the meantime, a certain amount of dTTP is replaced by dUTP. A removal of the aRNA *via* RNase H digestion and a magnet bead-based cleanup, an enzymatic endpoint fragmentation was possible. An uracyldeglycosidase removes the uracils and APE1 (apurinic apyrimidinic endonuclease 1) cleaves the deuracylized phosphodiester backbone of the single strand DNA molecules. A desoxynucleotidyl transferase adds DNA labeling reagent (Biotin-11-dXTP) to the 3’ ends of the single strand DNA fragments. Hybridization was carried out overnight (16 h) at 45°C in the GeneChip^R^ Hybridisation Oven 645 (Affymetrix). Washing and staining protocols including an antibody amplification were carried out by the GeneChipFluidis Station 450 (Affymetrix). The microarrays were scanned using the GeneChip Scanner 3000 7G (Affymetrix) at 0.7-micron resolution.

### Data Processing, Filtering, and Bioinformatics Analysis

AffymetrixClariom™ S Arrays (mouse) interrogate more than 22,100 genes in around 800,000 probes. The generated data (expression values of genes) were analyzed using the Transcriptome Analysis Console (TAC) version 4.0.2.15 (Thermo Fisher Scientific) with the SST-RMA normalization algorithm (robust multi-array average, improved by “signal space transformation”). Technical replicate groups were summarized using LIMMA (linear models for microarray data) statistics. Differentially expressed genes (DEG) were identified using filter parameters, fold change >2 or ≤2, old-change > 2 or ≤ 2, LIMMA p value < 0.05, and FDR q value < 0.05. For the comparative analysis, we always compared groups of infected (M, F, or MF) mice to the group of uninfected mice (naive). Multivariate analysis was carried out by principal component analysis (PCA), also using Transcriptome Analysis Console (TAC) version 4.0.2.15 (Thermo Fisher Scientific). Differential gene expression levels were visualized using TAC version 4.0.2.15 to prepare volcano plots. ShinyGO (version 0.61; Ge et al., 2020) was used to classify genes according to Gene Ontology (GO) categories and analyze them for enrichment. Further, expression levels of chosen genes linked to the host’s immune response were grouped according to their function and visualized using Origin (version 2021; OriginLab) to create a heat map.

### Gene Expression Analysis

Total RNA was isolated from spleen tissue (see RNA extraction) and reversely transcribed into cDNA using High-Capacity cDNA Reverse Transcriptase Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Real-time PCR was performed using the following TaqMan Gene Expression Assays: *Tlr5* Mm00546288_s1; *CD209a* Mm00460067_m1; *Clec4g* Mm01212425_m1; *Ccl24* Mm00444701_m1; *Epb4.2* Mm00469111_m1; *Cdc20* Mm00650983_g1 (Thermo Fisher Scientific, Waltham, MA, USA). Gene expression values were normalized to the endogenous reference gene *Gapdh* (Rodent GAPDH control reagent, Thermo Fisher Scientific, Waltham, MA, USA) and presented as normalized expression values relative to naive controls.

### Spleen Cell Preparation

Single-cell suspensions were prepared by passing the spleens of mice (*n* = 4–8) infected for 8 weeks through a cell strainer (100 µm) followed by PBS washing and erythrocytes lysis with RBC lysis buffer (BioLegend, San Diego, CA, USA). Cells were washed twice with PBS and cell numbers were quantified using a CASY TT cell counter (OLS-Omni Life Science).

### Flow Cytometry

Cells were stained with Zombie Red™ Fixable Viability Kit (BioLegend, San Diego, CA, USA) for 15 min in PBS at RT followed by incubation with appropriate fluorochrome-conjugated antibodies for 20 min in FACS buffer (PBS + 3% FCS) at 4°C. The following antibodies (BioLegend, San Diego, CA, USA) were used: myeloid panel (anti-CD11b-APC, anti-CD11c-Alexa488, anti-F4/80-PE-Cy7, anti-CD86-BV605, anti-SiglecF-PerCP-Cy5.5, and anti-Ly6G-APC-Cy7) and lymphoid panel (anti-CD19-Alexa488, anti-CD3-APC, anti-CD4-PerCP-Cy5.5, and anti-CD8-PE-Cy7). After washing, flow cytometric analysis was performed using FACS Aria™ IIIu (BD Bioscience) and data were analyzed using FlowJo software (v10.0.7, Tree Star). Live cells were differentiated by gating on the following cell populations: eosinophils (CD11b^+^/SiglecF^+^), neutrophils (CD11b^+^/Ly6G^+^), dendritic cells (CD11c^+^), macrophages (CD11b^+^F4/80^+^), B cells (CD19^+^), T-helper (Th) cells (CD3^+^/CD4^+^), and cytotoxic T cells (CTLs; CD3^+^/CD8^+^).

### Cytokine ELISAs

To assess cytokine production, isolated splenocytes of mice (*n* = 5–8) infected for 8 weeks were cultured in RPMI 1640 medium supplemented with 10% FCS, 25 mM HEPES, and antibiotics. Cells were stimulated by an in-house-generated 10 μg/ml *S. mansoni* soluble worm antigen preparation containing eggs (SWAP and SEA) for 72 h at 37°C. In cell-free supernatants, cytokines were quantified according to the manufacturer’s protocol using DuoSet ELISA Kits (R&D Systems, Minneapolis, MN, USA) detecting INF-γ, IL-13, IL-4, or IL-10.

### Statistics

Statistical analysis was performed using GraphPad Prism 9.0 (GraphPad Software). Values are expressed as mean ± SEM. Differences between groups were analyzed by Kruskal–Wallis test followed by a Dunn’s correction, *p* values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.001.

## Results

### Unisexual Infection With Female or Male *Schistosoma mansoni* Leads to Significant Enlargement of the Spleen

To analyze the effects of unisexual and bisexual infection with *S. mansoni* on the changes in the spleen, we first quantified the weight of and the total number of cells in the spleens of infected and control mice over time. Compared with naive control mice, infected mice displayed significantly enlarged spleens and higher cell numbers (**Figure 1A, B**). During early infection (4 weeks p.i.), spleen weight and cell numbers did not differ in mice infected with exclusively male (M), exclusively female (F), or male and female (MF) worms. However, during the course of infection (8 weeks p.i.), spleen weight is significantly increased in group M and MF mice compared to group F mice. Spleen enlargement was most pronounced in bisexually infected mice. The data clearly show that the infection-associated enlargement of the spleen is caused not only by the eggs but also by the worm itself, especially male worms.

**Figure 1:**
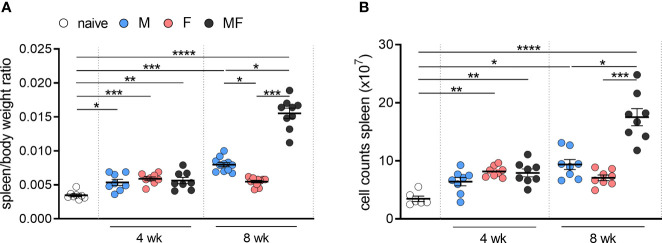
Unisexual infection with female and male *Schistosoma mansoni* leads to significant enlargement of the spleen. Quantification of **(A)** specific weight and **(B)** total cell counts in the spleens of infected (M, F, and MF) and control mice (naive) over time (4 and 8 wk p.i., *n* = 6–8). Data are presented as mean ± SEM. p values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.001; M, infected with male cercariae; F, infected with female cercariae; MF, infected with male and female cercariae.

Transcriptomic analysis of spleens was performed at 8 weeks p.i. to detect differences in the gene expression patterns following infection with male (M), female (F), or male and female *S. mansoni* cercariae (MF) compared to uninfected controls. 

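The data were collected on Affymetrix Clariom S mouse arrays, which measure gene expression with probes for each transcript cluster. RNA from 1 spleen was put on each array, and the number of mice in the series description equals that of the arrays in each group, so the p-values are read as measuring the spread between mice, although the methods speak of technical replicate groups. At 8 weeks p.i., 3 arrays came from mice infected with male cercariae (M), 3 from mice infected with female cercariae (F), 2 from bisexually infected mice (MF) and 2 from naive controls. The authors processed the scans with the SST-RMA method of the Transcriptome Analysis Console, which corrects for background, normalizes the arrays to each other and gives a log2 expression value per transcript cluster. From there, 6640 control features were left out and the remaining 22206 transcript clusters were tested, of which 19571 carried a gene symbol in the platform's table and 2628 carried none. Array medians lay between 5.12 and 5.17, and 45.4% to 49.9% of the transcript clusters on an array exceeded the 75th percentile of its negative control probes. Where the mean of a group lies below that percentile, background limits the size of a change, and where both means do, no rise or fall is stated for a named gene. A linear model over all 10 arrays was fitted with limma, and each infected group was compared with naive mice and with the other infected groups. Genes are called differentially expressed at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. A single named gene or a member of a gene list is said to rise or fall at an adjusted p under 0.05. The group sizes of 2 and 3 arrays limit the precision, and with 2 naive arrays each of them weighs on every comparison with controls. The model, the thresholds, the 49 gene lists of the tests and the rule for naming genes were fixed before the data were examined.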

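The bisexually infected spleens lay farthest from the controls. On the first principal component, which carried 53.0% of the variance, the 2 MF arrays scored between 93.4 and 99.5 and the 2 naive arrays between -47.8 and -35.6. The 3 M arrays lay between these groups, from -0.22 to 10.3. The 3 F arrays, from -45.8 to -39.0, fell within the range of the naive arrays on this component. The second component, with 10.3% of the variance, set F (5.44 to 16.8) and M (16.0 to 29.1) apart from naive mice (-39.8 to -38.7). In an exact permutation test over all 25200 assignments of the 10 arrays to the 4 groups, the pseudo-F of the distances between groups was 4.52 (p = 0.000159, the smallest p this design allows). Without the MF arrays the pseudo-F was 2.20 (exact permutation p = 0.00357 over 560 assignments, also the smallest possible). By correlation, 8 of 10 arrays were most similar to an array of their own group, while both naive arrays were most similar to F replicate 1. The share of the first component was 28.9% with each gene scaled to unit variance and 84.0% over the 1000 most variable transcript clusters.

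**Figure D1:**
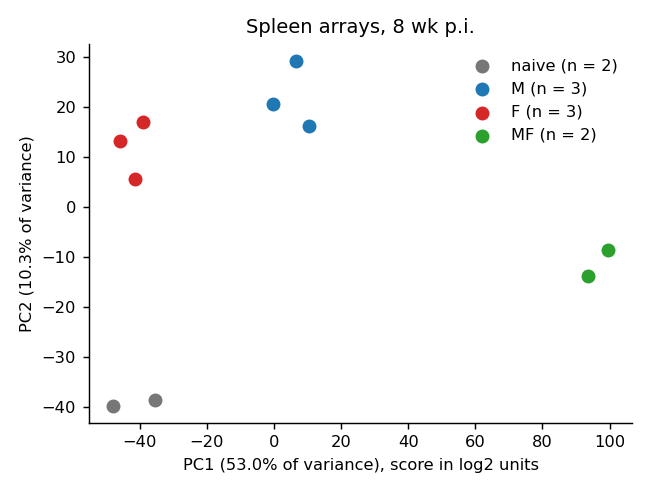
Scores of the 10 spleen arrays on the first and second principal components, in log2 units, with 1 point per mouse. The MF arrays lie at the right (93.4 to 99.5) and the F arrays share the range of the naive arrays on the horizontal axis but not on the vertical one.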

Principal component analysis (PCA) of a total of 22,207 transcripts showed a clear separation of groups and clustering of individuals in each group (**Figure 2A**). 

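Bisexual infection changed the spleen most, with 1747 genes higher and 2088 lower than in naive mice. Tested against a 2-fold change (treat), the balance turned, to 730 higher and 449 lower. Male worms alone raised 582 genes and lowered 365, and female worms alone raised 30 and lowered 38. In M the largest increases included *Serpina3f*, a serine protease inhibitor gene, at a log2 fold change of 4.03 (standard error 0.29, adjusted p = 9.10e-05). *Timp3*, an inhibitor of metalloproteinases, fell in M by 2.81 on the log2 scale (standard error 0.30, adjusted p = 0.000597), to a mean below the 75th percentile of the negative controls, and *Spns2*, a transporter of sphingosine 1-phosphate, by 2.77 on the log2 scale (standard error 0.26, adjusted p = 0.000442). In F, *Tmcc2* had the largest decrease, by 3.35 on the log2 scale (standard error 0.45, adjusted p = 0.0131), and *Rassf6* was among the largest increases at 3.08 (standard error 0.39, adjusted p = 0.0118), from a naive mean below the 75th percentile of the negative controls. In MF, *Mgst3*, a microsomal glutathione S-transferase, rose by 6.40 (standard error 0.29, adjusted p = 4.36e-07) and *Klk1*, a kallikrein, fell by 4.24 on the log2 scale (standard error 0.33, adjusted p = 5.31e-06), to a mean below that percentile. *Alb*, which encodes the liver protein albumin, was lower in M by a log2 fold change of -4.34 (adjusted p = 0.0458), but its naive arrays were at 10.97 and 5.64, the second below that percentile like the mean of M, and without naive replicate 1 the adjusted p was 0.211. Leaving out 1 array moved the count of M to 401 without naive replicate 1 and 594 without M replicate 2. The count of F was 0 without F replicate 1, and 20 and 23 without F replicate 3 and F replicate 2, against 455 at an unadjusted p under 0.05 with all arrays. It also fell without naive replicate 2 or either MF array, where 1 array is left in a group. The *Tmcc2* and *Rassf6* calls in F ended without F replicate 1 (adjusted p = 0.0526 and 0.0513) and without naive replicate 2. Without F replicate 1 the adjusted p of *Il1b* in F was 0.0513 too, since adjusted p-values of different genes can be tied. The calls of such genes then end together, just above the limit.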

In the spleen tissue, we identified a total of 1,293 genes in group M, 512 genes in group F, and 4,062 genes in group MF that were differentially expressed compared with naive control mice (**Figure 2B**). Comparing the gene sets, we found the majority of regulated genes (2,972; 65.9%) in bisexually infected mice, while 5.1% (231) and 3.5% of genes (157) were exclusively identified following unisexual male (M) and female (F) infection, respectively (**Figure 2C**). 

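Of 3992 genes differentially expressed in at least 1 group, 3029 (75.9%) were called in MF alone, 145 (3.63%) in M alone and 3 (0.0752%) in F alone. The 3 genes called in F alone, named after their values were seen, were *Il1b*, which encodes a pro-inflammatory cytokine, and *Lmo7*, both higher, and *Txlng*, lower. *Lmo7* had a log2 fold change of 1.79 (standard error 0.32, adjusted p = 0.0442) and *Txlng* of -1.20 (standard error 0.21, adjusted p = 0.0442). Being called in 1 group was not always a difference between groups. Of the 3029 genes called in MF alone, 2004 differed from M and 2589 from F at an adjusted p under 0.05 in the direct comparison of the infected groups. Of the 145 genes called in M alone, 62 differed from MF and 18 from F. Of the 3 genes of F, 1 differed from M and 2 from MF. The number called in M alone was 51 without naive replicate 1, 77 without naive replicate 2 and 80 without M replicate 2. The number called in F alone was 0 without any 1 of the F arrays or naive replicate 2, and 1 without M replicate 1, M replicate 3, MF replicate 1 or naive replicate 1. The adjusted p in F without F replicate 1 was 0.108 for *Lmo7* and 0.102 for *Txlng*, whose calls ended without any 1 of 8 and 10 arrays.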

The Venn diagram further illustrates that there is a large consensus of genes that were regulated in both M and MF mice (798; 17.7%), whereas the overlap of genes in F and MF groups was relatively small (91; 2.0%). 

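Most genes that changed after male infection changed the same way after bisexual infection. M and MF shared 793 differentially expressed genes, of which 471 were higher in both and 318 lower in both, so 83.3% of the genes of M were shared with MF in direction. F and MF shared 56 genes, 20 higher in both and 10 lower in both, and the other 26 were lower in F and higher in MF. Among these 26 were the carbonic anhydrase gene *Car2*, which fell in F by 2.05 on the log2 scale (standard error 0.27, adjusted p = 0.0131), and *Dmtn*, which encodes a protein of the red cell membrane skeleton and fell by 2.47 on the log2 scale (standard error 0.25, adjusted p = 0.0112). From the sizes of the gene sets, 45.8 shared higher and 34.3 shared lower genes were due by independent draws for M and MF, and 2.36 and 3.57 for F and MF. Both comparisons use the same 2 naive arrays, so part of the excess may come from them. With 1 naive array for each comparison and none shared, a test added after these overlaps were seen, M and MF shared 312 higher and 164 lower genes (naive replicate 1 for M and naive replicate 2 for MF) or 200 and 88 (the other way round), against 29.4 and 21.4 or 20.1 and 13.4 by independent draws, with a covariance of 0.311 or 0.268. For F and MF the covariance was then 0.0586 or -0.00913, so it did not keep its sign. Few genes were called in F with 1 naive array, so their shared counts decide nothing about this overlap. In 100 simulated data sets without any effect, these controls alone gave a correlation of 0.547 between the log2 fold changes of M and MF, against 0.718 in the data. The covariance was 0.362 in the data and 0.0504 in the simulated sets. For F and MF the correlation in the data was 0.246, below the 0.547 of the simulated sets, with a covariance of 0.0968 against 0.0504. The overlap of M and MF was 346 genes without naive replicate 1 and 509 without M replicate 2, and that of F and MF was 0 without F replicate 1 and 2 without naive replicate 2; without these 2 arrays the adjusted p in F was 0.0513 and 0.0926 for *Car2* and 0.0513 and 0.0909 for *Dmtn*.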

Only 4.5% of genes (201) were regulated in all experimental groups (M, F, MF).

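In all 3 infections 43 genes (1.08%) were differentially expressed, and 27 of them moved in the same direction in M, F and MF. The other 16 were lower in F and higher in M and MF, and 14 of these carry a symbol. *Hemgn*, a gene of erythroid precursors, fell in F by 2.13 on the log2 scale (standard error 0.26, adjusted p = 0.0116) and rose in M by 2.30 (standard error 0.26, adjusted p = 0.000757) and in MF by 5.58 (standard error 0.28, adjusted p = 6.79e-07). *Kel*, a blood group antigen gene, fell in F by 2.06 on the log2 scale (standard error 0.32, adjusted p = 0.0225) and rose in MF by 4.75 (standard error 0.35, adjusted p = 3.43e-06). M and F shared 52 genes, 27 higher in both and 9 lower in both, against 0.786 and 0.625 by independent draws. With 1 naive array for each comparison and none shared, M and F shared 8 higher and 0 lower genes and 23 of opposite direction (naive replicate 1 for M and naive replicate 2 for F), or 1, 0 and 0 (the other way round, with 2 genes called in F), so part of the overlap in direction may come from the shared naive arrays. *Postn*, a gene of the extracellular matrix, rose by 2.05 (standard error 0.29, adjusted p = 0.00233) in M and by 2.07 (standard error 0.29, adjusted p = 0.0144) in F. The shared naive arrays gave a correlation of 0.600 between M and F in simulated data without effect, and the data gave 0.581, with a covariance of 0.125 against 0.0504 in the simulated data. The overlap of M and F was 0 without F replicate 1, 2 without naive replicate 2, 18 without F replicate 3, 19 without F replicate 2, 25 without naive replicate 1 and 33 without either MF array. The number called in all groups was 0 without F replicate 1, 2 without naive replicate 2, 16 without F replicate 2 or F replicate 3, 21 without naive replicate 1, and 26 and 27 without MF replicate 1 and MF replicate 2; without F replicate 1 the adjusted p in F was 0.0513 for *Hemgn*, 0.0840 for *Kel* and 0.0513 for *Postn*, and without naive replicate 2 it was 0.0909, 0.149 and 0.0909. The call of *Postn* in F also ended without F replicate 3 and without naive replicate 1 (0.0870).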

**Figure 2:**
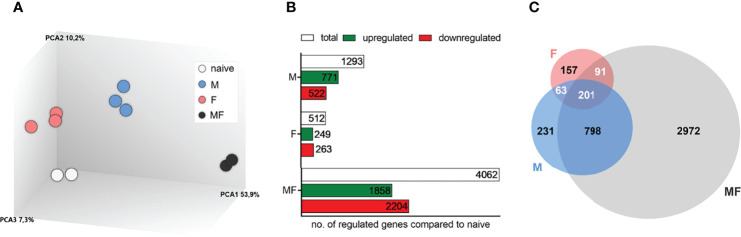
Transcriptomic analysis of spleens of mice uni- and bisexually infected with *Schistosoma mansoni*. Transcriptomic analysis of spleens reveals different gene expression profiles after infection with *S. mansoni* (8 wk p.i.). **(A)** Principal component analysis, **(B)** bar chart, and **(C)** Venn diagram represent an overview of transcriptomic analysis of spleens (*n* = 2–3). Inclusion of all genes showing altered gene expression compared to controls (fold change >2 or à2, LIMMA p value < 0.05, and FDR q value < 0.05); M, infected with male cercariae; F, infected with female cercariae; MF, infected with male and female cercariae.

To further investigate the biological processes occurring in the spleen of *S. mansoni*-infected mice compared with naive mice, gene ontology analysis of up- and downregulated genes was performed using the filtered transcriptomic data (**Figure 3A**). Overall, the enrichment of biological processes of up- and downregulated genes was strong in group MF compared with naive mice following infection with *S. mansoni*, while only minor enrichment was detected in group F. Most of the upregulated genes in groups M (771 genes) and MF (1,858 genes) were associated with cell cycle processes, chromosome organization, and DNA packaging. These results are consistent with our previous observations of increased cell number in these groups (**Figure 1B**). In contrast, group F mice showed enrichment of 249 upregulated genes for processes related to immune response, particularly interferon-dependent mechanisms. In contrast, the MF group displayed the most significant enrichment in the 2,204 downregulated genes related to the immune system and involved in regulatory processes or immune cell activation. 

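Genes of cell division rose together in M and MF. Of 37 measured genes of the cell cycle and mitosis, 35 rose in M and 37 in MF, none fell, and none passed the test in F; the counts adjusted over the list alone were 35, 37 and 1. Their median log2 fold change was 1.87 in M, 3.83 in MF and 0.32 in F. *Ccne2*, which encodes a cyclin of the start of DNA synthesis, rose in M by 2.68 (standard error 0.23, adjusted p = 0.000183) and *Cdk1*, the kinase that drives mitosis, by 2.33 (standard error 0.31, adjusted p = 0.00194). Of 34 genes of DNA replication, 24 rose in M and 33 in MF (31 and 34 adjusted over the list alone), among them *Cdc6*, which loads the replicative helicase, at 4.51 (standard error 0.24, adjusted p = 6.95e-07) in MF. Of 15 genes of chromosome condensation and assembly, 12 rose in M and 15 in MF, including the condensin gene *Ncapg* at 4.14 (standard error 0.30, adjusted p = 3.07e-06) in MF. The replication-dependent histones, which package new DNA, rose in 47 of 53 genes in M and in all 53 in MF (49 and 53 adjusted over the list alone), with medians of 1.28 and 2.79. The increases of the first 3 lists in M and MF passed camera's competitive test against other genes with a preset correlation and with an estimated one (adjusted p = 0.0427), whereas the histones passed only with the preset value (adjusted p = 0.0660 in M and 0.0580 in MF with an estimated correlation). In M the number of histone genes was 20 without naive replicate 1, 23 without naive replicate 2, 29 without M replicate 2, 30 without M replicate 3, and that of replication genes was 13 without naive replicate 1, 15 without naive replicate 2.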

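Female infection raised genes induced by interferon gamma and genes of germinal center B cells. Of 25 measured genes induced by interferon gamma, 5 rose in F (19 adjusted over the list alone), with a median log2 fold change of 0.88. They were the interferon-inducible GTPase genes *Iigp1*, *Igtp*, *Gm12185/Tgtp1* and *Tgtp2* and the guanylate-binding protein gene *Gbp2*, all chosen by the study on these samples. Of the 18 genes of the list that the study did not choose, 0 passed the test in F (12 adjusted over these genes alone), with a median of 0.67 (adjusted p = 0.0427 with an estimated correlation). Type I interferon-stimulated genes had a median of 0.54, and 1 of 29 rose (2 adjusted over the list alone), the antiviral gene *Oasl2* at 1.94 (standard error 0.33, adjusted p = 0.0393). Of 10 genes of germinal center B cells, 6 rose in F (8 adjusted over the list alone) with a median of 2.14, among them *Nuggc*, a nuclear GTPase gene of these cells, at 2.31 (standard error 0.38, adjusted p = 0.0348). The list holds 1 gene that the study chose, and 5 of the other 9 rose in F (camera adjusted p = 0.0427 with an estimated correlation). In the camera test the interferon gamma and germinal center lists passed with the preset and with an estimated correlation, and the type I list only with the preset one (adjusted p = 0.230 with an estimated correlation). In M, 19 of the interferon gamma-induced genes and 12 of the type I genes rose, with an adjusted p of 0.0784 for the type I list with an estimated correlation; their number was 5 without naive replicate 1, 7 without M replicate 2 or naive replicate 2. The number of interferon gamma-induced genes in F was 0 without F replicate 1 or naive replicate 2, 1 without F replicate 2, 2 without F replicate 3 or naive replicate 1, 3 without M replicate 2. That of germinal center genes was 0 without F replicate 1 or naive replicate 2, 3 without F replicate 3 or MF replicate 1 or MF replicate 2 or naive replicate 1, *Nuggc* lost its call without any 1 of 6 arrays, with an adjusted p of up to 0.187 without naive replicate 2, and *Oasl2* without any 1 of 9 arrays, with an adjusted p of 0.158 without naive replicate 1 and 0.0897 without F replicate 1.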

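Genes of lymphocytes fell in bisexually infected spleens. In the same arrays all 29 measured erythroid genes rose, with a median log2 fold change of 4.75, and 16 of 21 neutrophil genes rose, so a smaller share of lymphocytes in the RNA and lower expression per cell cannot be told apart here. All 17 measured B cell genes fell in MF, with a median log2 fold change of -2.25, among them the complement receptor gene *Cr2*, by 3.33 on the log2 scale (standard error 0.31, adjusted p = 1.52e-05), and *Pax5*, which encodes the transcription factor that maintains B cell identity, by 2.91 on the log2 scale (standard error 0.27, adjusted p = 1.55e-05). Of 20 T cell genes, 19 fell with a median of -1.91, including *Cd4*, by 3.62 on the log2 scale (standard error 0.28, adjusted p = 4.40e-06), and *Cd8a*, by 2.93 on the log2 scale (standard error 0.25, adjusted p = 8.01e-06). Of 13 natural killer cell genes, 8 fell, *Klrd1*, a receptor of these cells, by 3.30 on the log2 scale (standard error 0.28, adjusted p = 8.75e-06). Among 16 genes of anergy and inhibitory receptors, 12 fell and 1 rose, and *Nfatc1*, a transcription factor of activated lymphocytes, fell by 3.18 on the log2 scale (standard error 0.27, adjusted p = 8.82e-06). Of 12 genes of dendritic cell maturation, 8 fell. Adjusted over the list alone, 17, 19, 10, 12 and 8 genes of these lists fell, in the order given. The T cell and anergy lists passed the camera test with an estimated correlation, while the adjusted p with an estimated correlation was 0.0678 for the B cell list, 0.176 for the natural killer list and 0.0527 for the maturation list. The number of natural killer genes was 5 without MF replicate 1 or MF replicate 2 or naive replicate 2, and that of maturation genes was 5 without MF replicate 2.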

In line, the 522 downregulated genes of group M are also mostly associated with regulatory processes that are linked to the immune system as well. 

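Genes of the B cell, T cell and anergy lists were lower in MF than in M. In the direct comparison 17 of 17, 18 of 20 and 11 of 16 of their genes were lower in MF and 0, 0 and 1 higher, with camera adjusted p = 0.0575, 0.00542 and 0.0371 with an estimated correlation, and the number of anergy genes was 6 without MF replicate 2, 7 without MF replicate 1. All 29 erythroid genes were higher in MF in this comparison, so a smaller share of lymphocytes is not excluded. In the paper's flow cytometry the percentages of B and T cells did not appear changed by infection. There CD4+ T cells were a lower percentage in M than in naive and MF mice, the opposite order to the T cell genes here. CD8+ T cells were lower in MF than in M and F. Red cells were lysed before the cytometry, so its percentages are not shares of the spleen RNA. Against naive mice part of these lists fell in M, where 18 erythroid genes rose. Of the B cell genes, 4 of 17 fell (10 adjusted over the list alone), including *Blk*, a kinase of B cell receptor signaling, by 1.72 on the log2 scale (standard error 0.19, adjusted p = 0.000737). Of the T cell genes, 4 fell (5 adjusted over the list alone), among them *Lef1*, a transcription factor of naive T cells, by 1.30 on the log2 scale (standard error 0.24, adjusted p = 0.0101). Marginal zone B cell genes fell in 4 of 9 cases (7 adjusted over the list alone), and 3 of 16 genes of anergy and inhibitory receptors fell (3 adjusted over the list alone). Natural killer cell genes went the other way, with 3 of 13 higher in M and none lower (6 and 0 adjusted over the list alone; adjusted p = 0.00321 with the preset and 0.269 with an estimated correlation), a count that was 1 without M replicate 1 or M replicate 2 or M replicate 3 or naive replicate 1 or naive replicate 2. Outside the lymphocytes, 6 of 20 endothelial genes fell (8 adjusted over the list alone), such as *Stab2*, a scavenger receptor of sinus endothelium, by 1.69 on the log2 scale (standard error 0.25, adjusted p = 0.00303), and 5 of 22 genes of stroma and extracellular matrix fell (11 adjusted over the list alone), among them *Ccl21a*, a chemokine gene of the T cell zone, by 1.21 on the log2 scale (standard error 0.23, adjusted p = 0.0106). Of these lists the endothelial one passed the camera test with an estimated correlation (adjusted p = 0.0453), and the others that fell passed only with the preset value, with adjusted p = 0.131 for B cells, 0.0851 for T cells, 0.105 for marginal zone B cells, 0.211 for anergy and 0.0606 for stroma with an estimated correlation. The endothelial list holds 1 gene chosen by the study, and its other 19 genes had a camera adjusted p of 0.0602 with an estimated correlation. The counts of lower genes were 1 without naive replicate 1, 2 without M replicate 2 or M replicate 3 for B cells, 0 without naive replicate 1, 2 without M replicate 2 for T cells, 0 without M replicate 2 or M replicate 3 or naive replicate 1 or naive replicate 2 for marginal zone B cells, 0 without naive replicate 1, 1 without M replicate 2 or M replicate 3 for anergy, 2 without naive replicate 1, 3 without M replicate 2 for endothelium and 0 without naive replicate 1, 1 without M replicate 2, 2 without F replicate 1 or M replicate 1 or naive replicate 2, 3 without M replicate 3 for stroma. Without naive replicate 1 the adjusted p was 0.0991 for *Lef1* and 0.0823 for *Ccl21a*.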

The main gene ontology terms for the 263 downregulated genes of group F are homeostatic processes primarily involving erythrocytes, drug response, and transport processes. 

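Erythroid genes fell in female infection. Of 29 measured erythroid genes, 12 fell and none rose in F (24 lower adjusted over the list alone), with a median log2 fold change of -1.52. The largest decrease was that of *Slc4a1*, which encodes the anion exchanger band 3 of the red cell membrane, by 2.52 on the log2 scale (standard error 0.29, adjusted p = 0.0112). *Ermap*, a gene of the red cell membrane, fell by 2.19 on the log2 scale (standard error 0.36, adjusted p = 0.0348). All 3 F arrays lay below both naive arrays for *Slc4a1*. The list passed the camera test with the preset and with an estimated correlation (adjusted p = 0.0427). The number of genes that fell was 0 without F replicate 1 or naive replicate 2, 4 without F replicate 2 or F replicate 3, 6 without MF replicate 1 or MF replicate 2, and *Slc4a1* had an adjusted p of 0.0513 without F replicate 1 and 0.0909 without naive replicate 2. *Ermap* lost its call without any 1 of 8 arrays, with an adjusted p of up to 0.187 without naive replicate 2.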

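Granulocyte and red cell genes set bisexual infection apart from both single-sex infections. Directly compared, 2372 genes differed between MF and M (1121 higher in MF) and 3472 between MF and F (1543 higher in MF). Tested against a 2-fold change (treat), the larger part was higher in MF, 293 of 377 against M and 732 of 1159 against F, and without MF replicate 2 this also held against M (879 of 1732). Of 21 neutrophil genes, 16 rose in MF (17 adjusted over the list alone), with a median log2 fold change of 3.50, and 15 were higher in MF than in M and 16 higher than in F, with 1 lower in each case. The calprotectin gene *S100a8* rose in MF by 4.28 (standard error 0.45, adjusted p = 3.57e-05) and *Camp*, an antimicrobial peptide gene of granules, by 4.32 (standard error 0.42, adjusted p = 1.89e-05). Of 16 basophil and mast cell genes, 9 rose (9 adjusted over the list alone), including the basophil protease gene *Prss34*, by 5.51 (standard error 0.37, adjusted p = 2.05e-06), from a naive mean below the 75th percentile of the negative controls, and 9 were higher than in M and 9 higher than in F. All 29 erythroid genes rose in MF, with a median of 4.75, and all 29 were higher than in M and than in F. These 3 lists passed the camera test in MF, against naive mice, M and F, with an estimated correlation as well. They hold genes that the study chose on these samples. Without its 4 chosen genes, the basophil and mast cell list had 5 of 12 genes higher in MF than in naive mice. Its camera adjusted p was then 0.0555 with an estimated correlation. The neutrophil and erythroid lists still passed in each of these comparisons without the chosen genes. Of 14 genes of red pulp macrophages, which clear old red cells, 8 fell in MF and none rose (10 fell adjusted over the list alone). The iron exporter gene *Slc40a1* fell by 2.60 on the log2 scale (standard error 0.36, adjusted p = 0.000240). In the camera test the list had an adjusted p of 0.304 with an estimated correlation. A smaller share of these macrophages in the RNA and lower expression per cell cannot be told apart here.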

Overall, the transcriptomic data show that bisexual infection with *S. mansoni* had the strongest effects on gene expression in the spleen compared to naive or unisexually infected mice. However, unisexual infection also shows significant sex-specific differences at the level of gene expression, with group M showing high concordance with group MF.While groups M and MF downregulate genes related to regulatory processes of the immune system, group F increases the expression of genes related to the immune response.

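Male and female infection were also compared with each other directly. Between M and F, 481 genes differed, 404 higher in M and 77 lower. Cell cycle genes were higher in M in 32 of 37 cases (36 adjusted over the list alone), with a median log2 difference of 1.55, and histone genes in 48 of 53 cases (52 adjusted over the list alone). Of the interferon gamma-induced genes 9 were higher in M and none was lower (16 and 1 adjusted over the list alone), and of the 18 that the study did not choose 2 were higher, a count between 0 and 4 when 1 array was left out. Of the germinal center B cell genes none differed. *Rhd*, a blood group antigen gene, was higher in M than in F by 4.18 (standard error 0.24, adjusted p = 7.64e-06), with the F mean below the 75th percentile of the negative controls. *Mmp12*, a macrophage elastase, had a log2 difference of -2.73 (standard error 0.39, adjusted p = 0.00231) and *Krt80*, a keratin gene, of -1.72 (standard error 0.22, adjusted p = 0.00134), both lower in M. For the histones and the interferon gamma list the camera test passed only with the preset correlation (adjusted p = 0.0552 and 0.0665 with an estimated correlation). The number of histone genes was 27 without M replicate 3, 30 without M replicate 2, and that of interferon gamma-induced genes was 3 without M replicate 3, 4 without F replicate 3 or M replicate 2, 5 without F replicate 1. The paper states that bisexual infection acted most strongly and that M was highly concordant with MF.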

**Figure 3:**
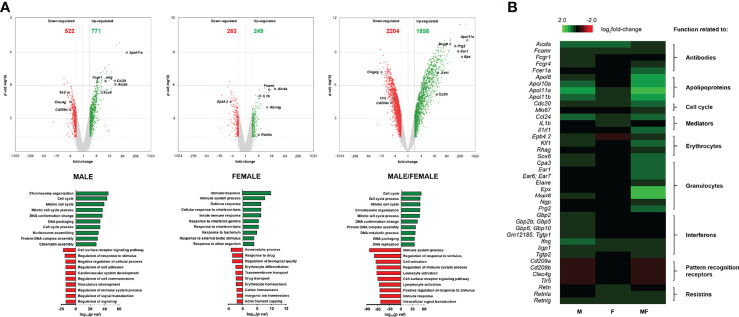
Volcano plot and heatmap of differentially expressed genes in spleen tissue of mice unisexually and bisexually infected with *Schistosoma mansoni*. **(A)** Volcano plots (upper panel) visualizing differentially expressed genes of infected (unisexual and bisexual) mice compared to healthy controls (fold change >2 or ≤2, LIMMA p value < 0.05“. and „Heat map of highly regulated genes related to the host immune response in splenic tissue of infected (M, F, MF)“ into „Heat map of highly regulated genes related to the host immune response in splenic tissue of infected (M, male cercariae; F, female cercariae; MF, male and female cercariae) and FDR *q* value <0.05) plotted against the significance level (negative log10 *p* value) and showing significantly (*p* < 0.05) increased (green) and decreased (red) genes in the spleen. Highly regulated genes are encircled in black. Gene ontology analysis (lower panel) displaying enrichments of biological processes of up- and downregulated genes after infection with *S. mansoni* (8 wk p.i.) compared to naive mice. The ten most enriched categories of biological processes associated with the regulated genes are presented. **(B)** Heat map of highly regulated genes related to the host immune response in splenic tissue of infected (M, F, MF) compared to control (naive) mice (8 wk p.i., *n* = 2–3). The color scale on the top illustrates the log2 fold change values shown in the heat map. Upregulated genes are highlighted in green whereas downregulated genes are marked red. The baseline data are shown in **Supplementary Table 1**.

### Unisexual Infection Results in the Upregulation of Genes Related to Host Immune Response

To unravel the mechanisms and pathways initiated by the interplay between the host and the male or female schistosomes, we examined in depth highly regulated genes directly or indirectly associated with the host immune response. Candidates of interest were categorized, and their gene expression listed and visualized using a heat map (**Supplementary Table 1**; **Figure 3B**). Upregulated genes are highlighted in green and downregulated genes are highlighted red. Overall, bisexual infection with *S. mansoni* (MF) has the strongest effect on the expression of genes in our selection belonging to the host immune response compared to naive animals. However, strong immune regulatory effects were also found in cases of unisexual infection (M and F). 

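Among the genes chosen by the study for the heat map, granulocyte genes rose together in bisexual infection. All 8 measured genes of the category "Granulocytes" rose in MF, with a median log2 fold change of 6.70, against 1 in M and none in F. *Epx*, the eosinophil peroxidase gene, rose in MF by 8.06 (standard error 0.50, adjusted p = 1.51e-06), the major basic protein gene *Prg2* by 7.07 (standard error 0.36, adjusted p = 6.79e-07) and *Ear1*, a ribonuclease gene of eosinophils, by 7.51 (standard error 0.42, adjusted p = 9.19e-07). *Elane*, the neutrophil elastase gene, rose by 3.50 (standard error 0.38, adjusted p = 4.38e-05). The basophil protease gene *Mcpt8* rose by 6.32 (standard error 0.31, adjusted p = 6.29e-07) in MF and by 1.34 (standard error 0.28, adjusted p = 0.0198) in M, from a naive mean below the 75th percentile of the negative controls. The study chose these genes on the same samples, so their direction is not independent evidence. In the list of 10 eosinophil genes fixed beforehand, 8 rose in MF and 2 fell, the receptor genes (named after their values were seen) *Ccr3*, by 1.99 on the log2 scale (standard error 0.35, adjusted p = 0.00127), and *Il5ra*, by 1.20 on the log2 scale (standard error 0.29, adjusted p = 0.0109) (the same counts adjusted over the list alone; adjusted p = 0.0898 with an estimated correlation). The list holds 4 genes of the study, and of the other 6 genes 4 rose and 2 fell (adjusted p = 0.230 with an estimated correlation). The call of *Mcpt8* in M ended without naive replicate 1, at an adjusted p of 0.152, and without 1 other array; the number of eosinophil genes that fell was 1 without MF replicate 2 or naive replicate 1, and *Il5ra* lost its call without any 1 of 2 arrays, at an adjusted p of up to 0.0997 without MF replicate 2.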

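The genes *Fcamr*, *Rgs13* and *Mybl1* rose after infection with either sex. *Fcamr*, the receptor for IgA and IgM, had a log2 expression of 7.40 ± 0.18 (SD, n = 2) in naive mice, 10.85 ± 0.43 (SD, n = 3) in M and 10.90 ± 0.87 (SD, n = 3) in F, so it rose by a log2 fold change of 3.45 (standard error 0.41, adjusted p = 0.00109) in M and 3.50 (standard error 0.41, adjusted p = 0.0112) in F, and *Fcgr1*, the high-affinity receptor for IgG, by 2.00 (standard error 0.20, adjusted p = 0.000502) and 1.12 (standard error 0.20, adjusted p = 0.0476). *Fcgr4*, another receptor for IgG, rose in M by 3.38 (standard error 0.29, adjusted p = 0.000192) and had a log2 fold change of 1.43 (standard error 0.29, adjusted p = 0.0866) in F. Among the germinal center genes, *Rgs13*, a regulator of chemokine receptor signaling, rose by 3.93 (standard error 0.46, adjusted p = 0.000958) in M and 3.65 (standard error 0.46, adjusted p = 0.0118) in F, and *Mybl1*, a transcription factor, by 3.22 and 2.88. The study chose the Fc receptor genes on these samples, so their direction is not independent evidence. In F the adjusted p of *Fcamr* was 0.0513 without F replicate 1 and 0.0909 without naive replicate 2, and the same arrays ended the calls of *Rgs13* and *Mybl1* (0.0513 without F replicate 1 for both). The call of *Fcgr1* in F ended without any 1 of the 10 arrays, at up to 0.191.

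**Figure D2:**
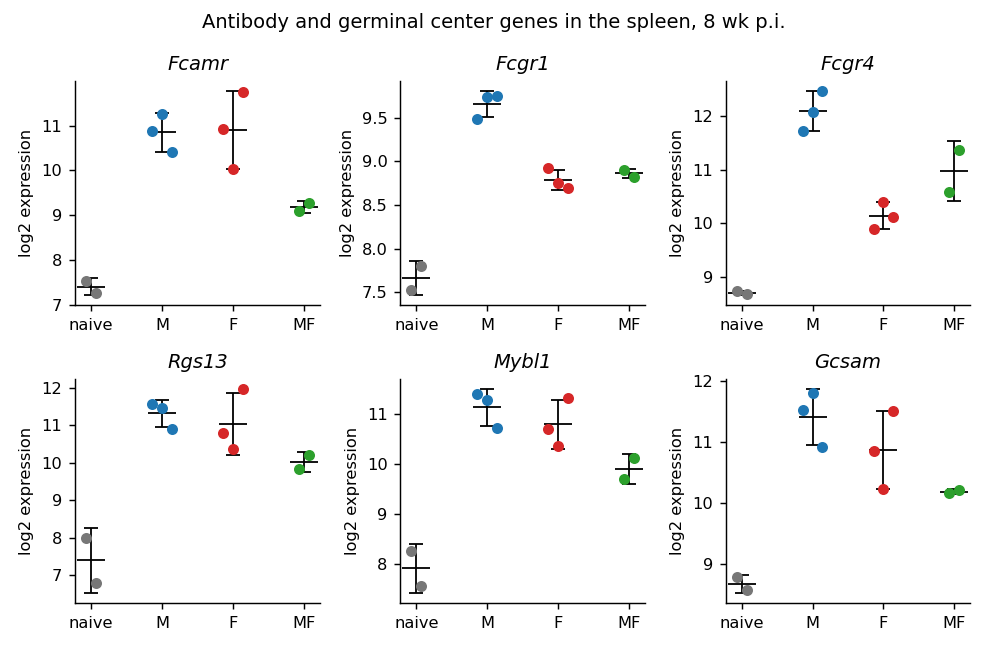
Log2 expression of *Fcamr*, *Fcgr1*, *Fcgr4*, *Rgs13*, *Mybl1* and *Gcsam* in naive, M, F and MF spleens, with 1 point per mouse and the mean with its SD. For *Fcamr* the F mean is 10.90 and the naive mean 7.40.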

In the category “Antibodies,” we found *activation-induced cytidine deaminase* (*aicda*; fold changes: +27.0 and +20.4) and genes coding for Fc receptors (*fcamr*, *fcgr1*, *fcgr4*; fold changes: +11.0, +4.2, +10.4 and +11.4, +2.1, +2.7) among the most strongly upregulated genes in unisexually infected mice. Genes encoding “Apolipoproteins” (e.g., *apol8*, *apol10a*, *apol11a*, *apol11b*), which are involved in host plasma lipid adsorption, were upregulated in a range between 5.4- and 87.7-fold in group M mice and between 2.06- and 2.52-fold in group F mice. Additionally, genes related to “Cell cycle” processes were upregulated in group M (*cdc20*, *mki67*; fold changes: +7.6, +4.6). This is in line with the enrichment of genes associated with cell cycle processes in the gene ontology analysis (**Figure 3A**) as well as enhanced cell counts in this group (**Figure 1B**). 

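*Apol11a* and *Apol11b*, genes of the apolipoprotein L family, had the 2 largest measured increases of all symbols in M and in MF. *Apol11a* rose by 6.46 (standard error 0.37, adjusted p = 9.71e-06) in M and by 8.85 (standard error 0.41, adjusted p = 4.36e-07) in MF (n = 3 and 2 against 2 naive). Its naive mean lay below the 75th percentile of the negative controls, with 1 of the 2 naive arrays above it, so these sizes are limited by background. *Apol11b* rose in M by 5.54 (standard error 0.27, adjusted p = 3.10e-06), *Apol10a* by 4.88 (standard error 0.25, adjusted p = 3.10e-06) and *Apol8* by 2.54 (standard error 0.38, adjusted p = 0.00355). In F, *Apol11b* rose by 1.50 (standard error 0.27, adjusted p = 0.0456), while the log2 fold change was 1.65 (standard error 0.37, adjusted p = 0.113) for *Apol11a*, 1.04 (standard error 0.25, adjusted p = 0.125) for *Apol10a* and 0.47 (standard error 0.38, adjusted p = 0.674) for *Apol8*. Each of the 4 genes was higher in M than in F, *Apol10a* by 3.84 (standard error 0.22, adjusted p = 7.64e-06) and *Apol8* by 2.07 (standard error 0.34, adjusted p = 0.00640). Of 12 measured genes of this family, 5 rose in M, 1 in F and 4 in MF (6, 3 and 4 adjusted over the list alone), and 3 fell in MF (adjusted p = 0.110 for the family in MF with an estimated correlation). The list holds the 4 named genes, chosen by the study on these samples, and of the other 8 genes 1 rose in M and none in F or MF; the 1 in M lost its call without any 1 of 5 arrays. The naive mean of *Apol8* lay below the same percentile, and the call of *Apol11b* in F ended without any 1 of the 10 arrays, with an adjusted p of 0.111 without F replicate 1 and up to 0.200 without naive replicate 1. Without naive replicate 2, *Apol11a* passed the test in F instead, at an adjusted p of 0.0261.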

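Both genes of the category "Cell cycle" rose in M. *Cdc20*, an activator of the complex that drives the exit from mitosis, had a log2 fold change of 2.93 (standard error 0.35, adjusted p = 0.00109) in M and 4.33 (standard error 0.39, adjusted p = 1.11e-05) in MF. *Mki67*, a marker of proliferating cells, rose by 2.18 (standard error 0.24, adjusted p = 0.000737) in M and by 3.89 (standard error 0.27, adjusted p = 2.35e-06) in MF. In F the log2 fold changes were 1.34 (standard error 0.35, adjusted p = 0.163) for *Cdc20* and 0.15 (standard error 0.24, adjusted p = 0.861) for *Mki67* (n = 3 F against 2 naive). *Mki67* was higher in M than in F by 2.03 (standard error 0.22, adjusted p = 0.000404). The study chose both genes on these samples, so they are not independent evidence of a change in cell division.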

In the category “Mediators,” there was a 25.3-fold upregulation of the gene coding for CCL24 in group M. In contrast, in group F, we detected a 4.5-fold induction of the pro-inflammatory cytokine IL-1ß. 

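*Ccl24*, which encodes a chemokine that attracts eosinophils, rose in M by a log2 fold change of 5.11 (standard error 0.50, adjusted p = 0.000468) and in MF by 4.25 (standard error 0.55, adjusted p = 0.000167), and its value in F was 1.21 (standard error 0.50, adjusted p = 0.373). It was higher in M than in F by 3.90 (standard error 0.45, adjusted p = 0.000669). The naive mean of *Ccl24* lay only just above the 75th percentile of the negative controls (5.77 and 5.80 on the naive arrays), so background may limit its sizes against naive mice. *Il1b* rose 4.43-fold in F (log2 standard error 0.29, adjusted p = 0.0131), with log2 expression of 11.06 ± 0.25 (SD, n = 3) against 8.92 ± 0.20 (SD, n = 2) in naive mice. Its log2 fold change was 0.66 (standard error 0.29, adjusted p = 0.243) in M and -0.88 (standard error 0.32, adjusted p = 0.0725) in MF, and M lay below F with a log2 difference of -1.49 (standard error 0.26, adjusted p = 0.00896). All 3 F arrays lay above both naive arrays and above every M and MF array. Among 16 inflammatory mediators, 1 rose in F, *Il1b* itself (3 adjusted over the list alone), and 2 rose in M, the chemokine genes *Ccl3* and *Ccl4*, the latter from a naive mean below the 75th percentile of the negative controls. The call of *Il1b* in F ended without any 1 of 4 arrays, among them F replicate 1 (adjusted p = 0.0513) and naive replicate 2 (adjusted p = 0.110), and the number of mediators in M was 0 without M replicate 2 or naive replicate 1, 1 without M replicate 1 or M replicate 3 or naive replicate 2.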

Genes associated with “Erythrocytes” were found to be induced following unisexual male infection. Genes of transcription factors necessary for erythrocyte development (e.g., *sox6*, *klf1*, *gata1*) and erythrocyte-expressed proteins (e.g., *epb4.2*, *rhag*, *ank1*) were upregulated 6.6- to 2.4-fold in group M mice. However, *epb4.2* was downregulated 4.5-fold in group F mice. 

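Genes of red cell precursors rose after male infection and rose further after bisexual infection. *Sox6*, a transcription factor of red cell maturation, rose by 2.55 (standard error 0.32, adjusted p = 0.00130) in M, *Klf1*, the activator of globin genes, by 1.94 (standard error 0.38, adjusted p = 0.0129) and *Gata1*, the main transcription factor of the lineage, by 1.69 (standard error 0.28, adjusted p = 0.00659). Of the genes for proteins of the red cell membrane, *Epb42* rose in M by 1.92 (standard error 0.32, adjusted p = 0.00581), *Rhag* by 1.90 (standard error 0.32, adjusted p = 0.00615) and *Ank1* by 1.57 (standard error 0.38, adjusted p = 0.0368). In MF these 6 genes rose by 5.08 for *Epb42* to 5.91 for *Sox6*. The study picked them on the same samples, so their direction is not independent evidence. In the list of erythroid genes fixed beforehand, 18 of 29 rose in M and none fell (all 29 rose adjusted over the list alone), with a median of 1.47 (adjusted p = 0.0574 with an estimated correlation). The list holds the study's 6 genes, and of the other 23, 12 rose (adjusted p = 0.0685 with an estimated correlation), a number that was 3 without naive replicate 1, 7 without M replicate 3. Without naive replicate 1 the number in the whole list was 5 and the calls of *Epb42* (0.0635), *Rhag* (0.0680), *Gata1* (0.0737) and *Ank1* (0.215) ended. Without naive replicate 2 the calls of *Klf1* (0.101) and *Ank1* (0.0772) ended, and *Ank1* lost its call without any 1 of 7 arrays.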

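*Epb42*, transcript cluster TC0200004475.mm.2, encodes protein 4.2, which links band 3 to the membrane skeleton of red cells. Its log2 expression was 10.38 ± 0.69 (SD, n = 2) in naive mice and 8.32 ± 0.24 (SD, n = 3) in F, so it fell by 2.06 on the log2 scale (standard error 0.32, adjusted p = 0.0218). The related gene *Rhag* fell in F by 2.10 on the log2 scale (standard error 0.32, adjusted p = 0.0193). The transcription factor genes did not pass the test in F, with log2 fold changes of -1.23 (standard error 0.38, adjusted p = 0.225) for *Klf1*, -0.71 (standard error 0.32, adjusted p = 0.414) for *Sox6* and -0.66 (standard error 0.28, adjusted p = 0.389) for *Gata1*, and *Ank1* had -1.41 (standard error 0.38, adjusted p = 0.180). Of the study's 6 erythrocyte genes, 2 fell in F and 6 did when adjusted over the list alone. The call of *Epb42* in F ended without any 1 of 6 arrays, among them F replicate 1 (adjusted p = 0.0843) and naive replicate 2 (adjusted p = 0.148). That of *Rhag* ended without any 1 of 4 arrays (adjusted p = 0.0774 without F replicate 1 and 0.148 without naive replicate 2).

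**Figure D3:**
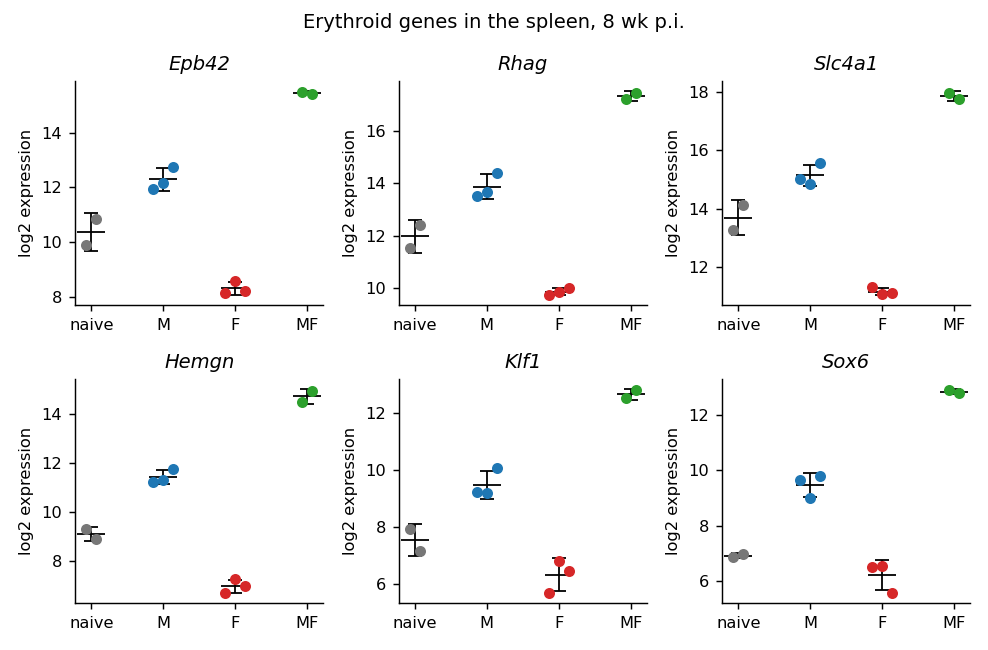
Log2 expression of *Epb42*, *Rhag*, *Slc4a1*, *Hemgn*, *Klf1* and *Sox6* in naive, M, F and MF spleens, with 1 point per mouse and the mean with its SD. In each of the 6 genes every MF array lies above every other array, and every F array lies below every M array.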

For genes of the category “Interferons,” we detected in group M a 9.9-fold induction of *interferon gamma* (*ifng*) and upregulation of other IFNG-stimulated genes such as interferon-inducible GTPases (*iigp1*, *igtp*, *tgtp1*, *tgtp2*; fold changes: +11.8, +9.3, +9.6, +8.3) and interferon-induced guanylate-binding proteins (*gbp2*, *gbp2b/5*, *gbp10/6*; fold changes: +8.8, +3.9, +6.4). 

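*Ifng*, which encodes interferon gamma, rose in M by a log2 fold change of 3.33 (standard error 0.33, adjusted p = 0.000468), from a naive mean below the 75th percentile of the negative controls. Its value in F was 1.07 (standard error 0.33, adjusted p = 0.228), with the F mean below that percentile too. The interferon-inducible GTPase genes, which act against pathogens inside cells, rose in M by 3.68 (standard error 0.30, adjusted p = 0.000183) for *Iigp1*, 3.20 (standard error 0.25, adjusted p = 0.000138) for *Igtp*, 3.20 (standard error 0.25, adjusted p = 0.000138) for *Gm12185/Tgtp1* and 3.05 (standard error 0.25, adjusted p = 0.000183) for *Tgtp2*. Among the guanylate-binding proteins, *Gbp2* rose in M by 3.11 (standard error 0.29, adjusted p = 0.000442), *Gbp10/Gbp6* by 2.61 (standard error 0.30, adjusted p = 0.000863) and *Gbp2b/Gbp5* by 1.81 (standard error 0.23, adjusted p = 0.00147); the last 2 names stand for transcript clusters that the study assigns to a pair of genes each. In F, *Iigp1* rose by 2.09 (standard error 0.30, adjusted p = 0.0156) and *Tgtp2* by 1.89 (standard error 0.25, adjusted p = 0.0131). All 8 measured genes of the study's category rose in M, 5 in F and 5 in MF, which is not independent evidence since the study chose them on these samples. The interferon gamma-induced list fixed beforehand holds 7 of them. Of its other 18 genes, 12 rose in M (14 adjusted over these genes alone), with a median of 1.14 (adjusted p = 0.0425 with an estimated correlation), a number that was 6 without naive replicate 1, 7 without naive replicate 2. Without F replicate 1 or naive replicate 2 the adjusted p in F was 0.0600 or 0.122 for *Iigp1* and 0.0513 or 0.109 for *Tgtp2*, which ended both calls, and *Iigp1* also lost its call without 3 other arrays. The number of the study's genes that rose in F was 0 without F replicate 1 or naive replicate 2, 1 without F replicate 2, 2 without F replicate 3 or naive replicate 1, 3 without M replicate 2.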

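Of the resistin family, *Retnlg*, a gene of neutrophils, rose with a log2 fold change of 2.69 (standard error 0.47, adjusted p = 0.0435) in F, 2.63 (standard error 0.47, adjusted p = 0.00830) in M and 3.48 (standard error 0.51, adjusted p = 0.000412) in MF. M and F did not pass the test of their difference, with -0.06 (standard error 0.42, adjusted p = 0.967). *Retn* had a log2 fold change of 0.97 (standard error 0.39, adjusted p = 0.354) in F and 0.34 (standard error 0.39, adjusted p = 0.718) in M. *Retnla*, a marker of alternatively activated macrophages, had 1.30 (standard error 0.53, adjusted p = 0.358) in F and 0.10 (standard error 0.53, adjusted p = 0.952) in M, and its 3 F arrays ranged from 3.77 to 5.71. Of 4 measured genes of the family, 1 rose in F and 1 in M, and 3 and 1 did when adjusted over the list alone. The family passed the camera test in F with an estimated correlation (adjusted p = 0.0427) but not in M (adjusted p = 0.237). The study chose 3 of these genes on these samples, so the test is not independent evidence. Means of *Retn* and *Retnla* lay below the 75th percentile of the negative controls in all 4 groups, so no rise is stated for them. The count of 3 in F and the camera test of the family rest partly on such genes. The call of *Retnlg* in F ended without any 1 of 8 arrays, with an adjusted p of 0.116 without F replicate 1 and 0.202 without naive replicate 2, and its call in M ended without naive replicate 2 (0.0739).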

In the category “Resistins,” all genes (*retn*, *retnla*, and *retnlg*) are upregulated in group F mice (foldchanges: +2.4, +3.8, +9.3), while in group M only *retnlg* is upregulated (fold change: +6.2). On closer examination, we found genes of host “Pattern recognition receptors” such as *cd209a*, *cd209b*, *clec4g*, and *tlr5* to be downregulated in group M (fold changes: -3.8, -5.3, -3.7, -4.6).

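Of the 4 pattern recognition receptor genes chosen by the study, *Cd209a*, *Cd209b* and *Clec4g* fell in M. *Cd209a*, a C-type lectin of dendritic cells, fell by 1.94 on the log2 scale (standard error 0.36, adjusted p = 0.00984) to a mean below the 75th percentile of the negative controls, *Cd209b*, a lectin of marginal zone macrophages, by 2.37 on the log2 scale (standard error 0.29, adjusted p = 0.00115), and *Clec4g*, a lectin of sinus endothelium, by 1.94 on the log2 scale (standard error 0.30, adjusted p = 0.00405). The means of *Tlr5*, the receptor for flagellin, lay below that percentile in all 4 groups, so no rise or fall is stated for it. In F the log2 fold changes were -0.19 (standard error 0.36, adjusted p = 0.880) for *Cd209a* and -1.40 (standard error 0.29, adjusted p = 0.0911) for *Cd209b*. The direct comparison of M with F gave a difference of -0.97 (standard error 0.26, adjusted p = 0.0815) for *Cd209b*. These genes were picked by the study on the same samples and are not independent evidence. In the list of 30 receptors fixed beforehand, 5 fell and 1 rose in M (6 and 3 adjusted over the list alone; camera adjusted p = 0.0508, and adjusted p = 0.232 with an estimated correlation). It holds the study's 4 genes, which all count among the members that fell in M and in MF, *Tlr5* included although no fall is stated for it. Of the other 26, 1 fell and 1 rose in M. In MF 15 of the list fell (17 adjusted over the list alone) and 11 of the other 26 (adjusted p = 0.0672 for these with an estimated correlation), among them *Tlr9*, a sensor of microbial DNA, by 2.40 on the log2 scale (standard error 0.30, adjusted p = 0.000117). Erythroid and neutrophil genes rose in the same MF arrays, so a smaller share of the expressing cells and lower expression per cell cannot be told apart. The call of *Cd209a* in M ended without naive replicate 1, at an adjusted p of 0.0818, and the 1 receptor of the list that rose in M lost its call without any 1 of 7 arrays.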

To validate the microarray data, we determined the expression of six differentially regulated genes by real-time PCR (**Figure 4**). In general, gene expression levels were consistent with the results of the microarray analysis. 

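On the arrays, the genes measured by PCR had the following log2 expression, each as mean ± SD with n = 3 for M and F and n = 2 for naive and MF. The flagellin receptor gene *Tlr5* was at 5.73 ± 0.28 in naive mice, 3.74 ± 0.36 in M, 5.12 ± 0.18 in F and 3.74 ± 0.14 in MF, all below the 75th percentile of the negative controls. The lectin gene *Cd209a* was at 6.67 ± 0.97 in naive mice, 4.73 ± 0.26 in M, 6.48 ± 0.31 in F and 4.18 ± 0.22 in MF, with M and MF below that percentile, and *Clec4g* at 10.23 ± 0.093 in naive mice, 8.29 ± 0.36 in M, 9.70 ± 0.29 in F and 6.31 ± 0.60 in MF. The chemokine gene *Ccl24* was at 5.81 ± 1.25 in naive mice, 10.92 ± 0.79 in M, 7.01 ± 0.31 in F and 10.06 ± 0.25 in MF. In M and MF, *Epb42* was at 12.29 ± 0.41 and 15.46 ± 0.054. *Clec4g* had a log2 fold change of -0.53 (standard error 0.30, adjusted p = 0.520) in F and fell in MF by 3.92 on the log2 scale (standard error 0.33, adjusted p = 7.34e-06). Between M and F the log2 difference of *Cd209a* was -1.74 (standard error 0.32, adjusted p = 0.0127) and that of *Clec4g* was -1.41 (standard error 0.27, adjusted p = 0.0157). These calls between M and F ended without any 1 of 4 arrays for *Cd209a*, with an adjusted p of 0.0585 without F replicate 2, and without any 1 of 3 arrays for *Clec4g*, with 0.0751 without M replicate 3.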

Only with regard to cell division cycle 20 (*cdc20*) do our transcriptome data and the qPCR seem to diverge. 

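On the arrays *Cdc20* (transcript cluster TC0400003390.mm.2) had a log2 expression of 6.09 ± 0.88 in naive mice, 9.01 ± 0.44 in M, 7.42 ± 0.21 in F and 10.42 ± 0.078 in MF (SD, n = 2 or 3). Every infected array lay above both naive arrays, which were at 5.46 and 6.71. The difference between M and F was 1.59 (standard error 0.31, adjusted p = 0.0195) on the log2 scale, and that between MF and M was 1.41 (standard error 0.35, adjusted p = 0.0178). The call between M and F ended without any 1 of 4 arrays, with an adjusted p of 0.0805 without F replicate 2.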

The slight upregulation of *cdc20* shown in the heat map was not confirmed in the corresponding qPCR analysis.

**Figure 4:**
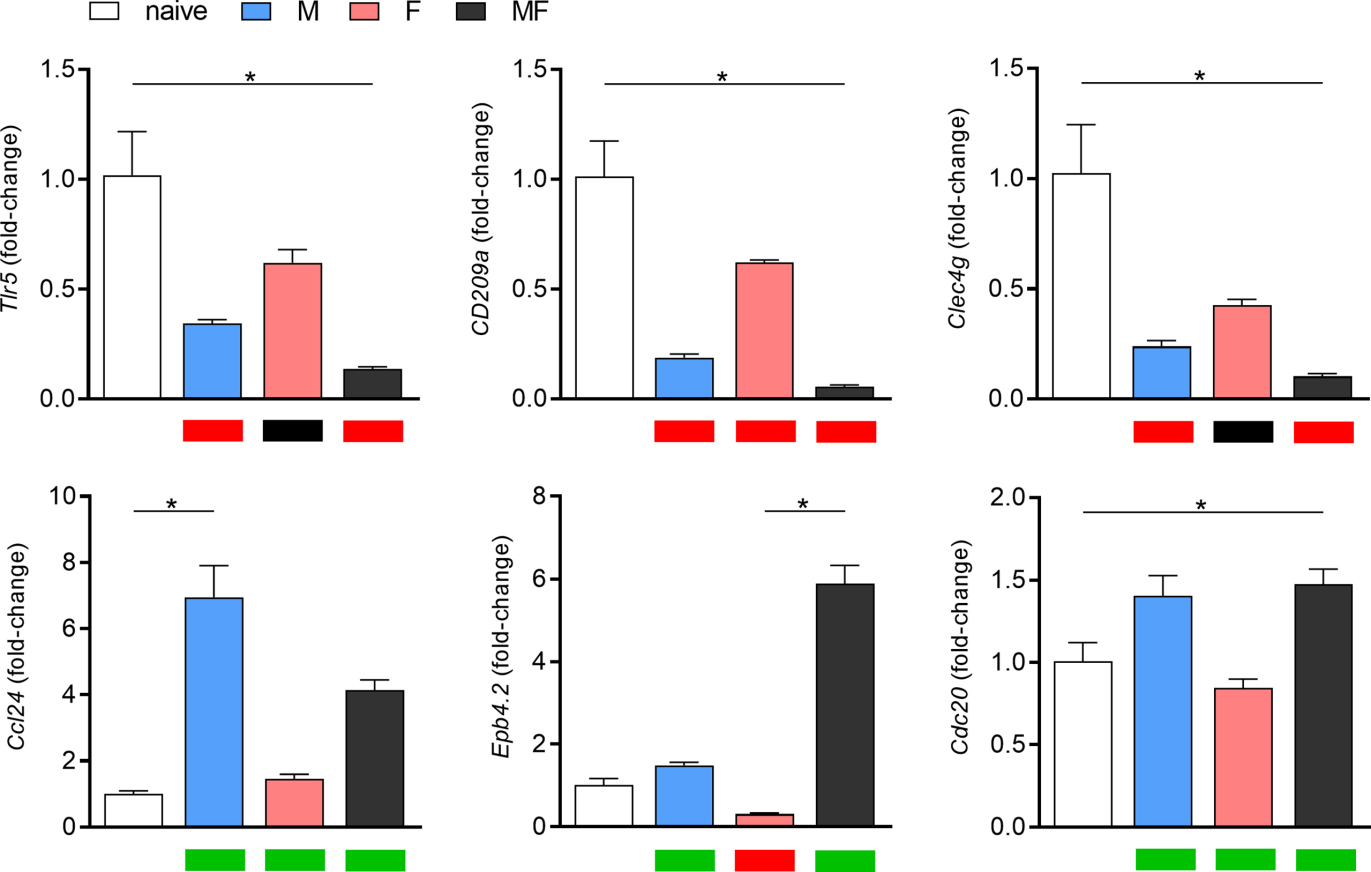
Validation of microarray data by RT-qPCR of six representative, highly regulated genes. Relative gene expression of *tlr5*, *cd209a*, *clec4g*, *ccl24*, *epb4.2*, and *cdc20* in spleens of *Schistosoma mansoni*-infected mice (M, F, MF) was determined by real-time PCR (8 wk p.i., *n* = 2–3). Real-time PCR data are expressed as fold-change and presented as bar graphs, while the corresponding microarray data are visualized as heat maps below the graphs (upregulation/green, downregulation/red, or unchanged/black). Real-time PCR data are presented as mean ± SEM. p values < 0.05 were considered statistically signi!cant. *p < 0.05; M, infected with male cercariae; F, infected with female cercariae; MF, infected with male and female cercariae.

In summary, the genes studied showed that processes involved in host immune response were strongly affected after bisexual and unisexual male infection, whereas unisexual female infection had little effect on the host immune system. Moreover, the immunoregulatory processes in the host after infection with *S. mansoni* appear to be triggered not only by the eggs but also by the adult worms *per se*.

### Infection With Male *Schistosoma mansoni* Leads to a Decrease in Splenic CD4^+^ T Cells and an Increase in Mature Dendritic Cells

To analyze the composition of inflammatory immune cells in the spleen after unisexual and bisexual infection with *S. mansoni*, we performed flow cytometry on fresh spleen cell suspensions. The total cell number of immune cells analyzed was significantly increased in bisexually infected mice (MF) compared with naive mice. Compared with the MF group, we found significantly lower numbers of lymphoid and myeloid immune cells in the unisexually infected M and F groups (**Figure 5A**). The percentage of eosinophilic and neutrophilic granulocytes was significantly increased in group MF mice compared to unisexually infected mice (**Figure 5B**). The percentage of macrophages and dendritic cells in the spleen did not differ between the groups. The expression of CD86 on dendritic cells was significantly increased in group M compared to group F and MF. The percentage of B and T cells in the spleen did not seem to be affected by infection in our setting. However, in group M, the percentage of CD4^+^ T cells was significantly lower compared to naïve and MF mice, while group MF mice had a lower percentage of CD8^+^ T cells in the spleen compared to group M and F mice (**Figure 5B**). Taken together, the results suggest that the recruitment of granulocytes to the spleen is triggered by the eggs rather than the worm itself. Furthermore, our data suggest that male worms drive the maturation of dendritic cells (DCs) and induce T cell differentiation by upregulating the costimulatory molecule CD86.

**Figure 5:**
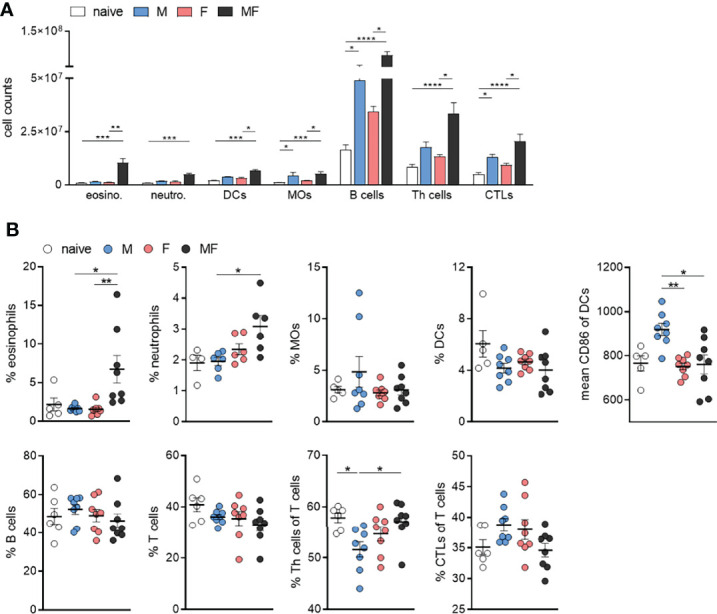
Infection with male *Schistosoma mansoni* leads to an increase in splenic CD86^+^ dendritic cells and a decrease in splenic CD4^+^ T cells. **(A)** Total numbers and **(B)** percentages of eosinophils, neutrophils, macrophages (MOs), dendritic cells (DCs), B cells, T cells, Th cells, and cytotoxic T cells as well as the proportion of CD86 on dendritic cells were analyzed by flow cytometry in homogenized spleen tissue of infected (M, F, and MF) and control (naive) mice (8 wk p.i., *n* = 4–8). Data are presented as mean ± SEM. p values < 0.05 were considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; M, infected with male cercariae; F, infected with female cercariae; MF, infected with male and female cercariae.

### Splenocytes From Unisexually Infected Mice Produce Both Th1 and Th2 Cytokines Upon SWAP Stimulation

To specify the polarization of the splenic T cell response, we examined cytokine production by the splenocytes upon soluble worm/egg antigen (SWAP) stimulation (**Figure 6**). Secretion of INF-γ was significantly induced upon stimulation in unisexually infected mice (M and F), but not in bisexually infected individuals (MF), compared to the naive control. With regard to Th2-associatedcytokines, we determined significantly increased amounts of IL-13 in the supernatants of splenocytes from mice in group MF even without stimulation, compared to naive control mice. Splenocytes in groups M and F responded with IL-13 production to SWAP stimulation, but only half as much as in group MF. IL-4 production was highest in splenocytes of group M mice. Regulatory IL-10 was increased in the supernatants of SWAP-stimulated splenocytes in groups M and significantly for group MF, but not in group F. These data demonstrate that adult male and female *S. mansoni* are able to induce Th1 and Th2 immune responses in an egg-independent manner. Furthermore, IL-10 secretion appeared following SWAP stimulation of splenocytes in M and MF group mice, but not in group F.

**Figure 6:**
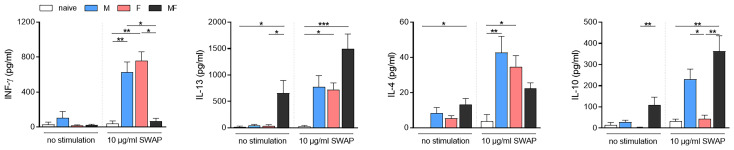
Unisexual infection with *Schistosoma mansoni* leads to a non-polarized Th1/Th2 immune response. Splenocytes were isolated from spleens of unisexually (M, F) and bisexually infected (MF) mice as well as healthy controls. Isolated splenocytes were stimulated with 10 μg/ml soluble worm antigen preparation containing eggs (SWAP). Supernatants were collected after 72 h and amounts of INF-γ, IL-13, IL-4, and IL-10 were quantified using ELISA (*n* = 5–8). Data are presented as mean ± SEM. *p* values <0.05 were considered statistically significant. *p < 0.05, ** p< 0.01, ***p < 0.001. M, infected with male cercariae; F, infected with female cercariae; MF, infected with male and female cercariae.

## Discussion

Comparative transcriptomic and flow cytometric analysis of spleen tissue from unisexually infected mice (M and F) and naturally (bisexual, MF) infected mice revealed a total of 1,293 differentially regulated genes in group M, 512 genes in group F, and 4,062 genes in group MF compared to naive controls. The majority of the regulated genes were found in group MF, with a high level of correspondence to group M and only a small overlap with the regulated genes in group F. At the molecular level, Gene Ontology analyses revealed that processes involved in the host immune response were upregulated following infection with female worms, whereas host immune system processes were downregulated following bisexual infection or infection with male worms. At the cellular level, our data suggest that male worms drive the maturation of dendritic cells (DCs) and induce T-cell differentiation by upregulating the costimulatory molecule CD86. However, the percentage of CD4^+^ T cells was reduced in spleens of the group M mice. Furthermore, upon stimulation with SWAP, splenocytes from unisexually infected mice did not respond in a polarized manner, but secreted Th1 and Th2 cytokines.

Paired adult worms of *S. mansoni* live in the mesenteric veins of their host, where each pair lays up to 300 eggs daily (Moore and Sandground, 1956). The eggs are considered the most immunogenic parasite stage, eliciting a strong Th2 response in the host which is caused primarily by egg antigens (Grzych et al., 1991; Schramm and Haas, 2010). We identified a total of 4,062 genes that were differentially expressed in the spleens of MF-infected mice compared with naive controls (**Figure 2B**). Of these, 2,972 genes are regulated only in group MF. In contrast, we found a mere 157 regulated genes in group F and 231 in group M. It is likely that the high number of regulated genes in the MF group is due to the eggs produced by the worm pairs, as they have a high immunomodulatory potential (Schwartz and Fallon, 2018). Unisexual infection is therefore a good way of demonstrating the immunomodulatory effects of the adult worms without this being overridden by the highly immunogenic eggs. The limitation of this model is that it forces us to exclude any potential synergistic or counteracting effects of the worm pairs, as we can only examine them individually. Unfortunately, as far as we know, there is no model that allows the immunomodulatory effect of mated worms to be analyzed without eggs being laid.

Female schistosomes that develop in bisexual infections lie hidden in the gynecological duct of males, with whom they are in constant physical contact. In unisexual infections, on the other hand, females live free and unprotected from their hostile environment in the host’s bloodstream. Unisexual, unpaired worms, whether male or female, can survive for a very long time in the host. Recent publications demonstrate long survival of unpaired worms in the final host beyond 8 weeks up to 1 year (Lu et al., 2018; Lu et al., 2021). We identified 512 genes that are expressed differently in the spleens of group F mice compared to naive controls (**Figures 2B, C**). The low number of regulated genes in group F, compared to group M and MF, might be explained by the low degree of maturation of the female worms, on the one hand side (Fitzpatrick and Hoffmann, 2006). Moreover, the lower number of tegument proteins in female worms, identified *via* comparative proteomic analyses of male and female schistosomes, may indicate a lower interaction of female worms with the host (Winkelmann et al., 2022), which in turn results in reduced gene regulation in the host. Previous studies have generated contradictory results regarding the effects of female schistosomes on their host. On the one hand, unisexual infections with female cercariae increased the antibody response in baboons (Smithers, 1962). On the other hand, our own previous results have shown female schistosomes to have an immunosuppressive effect on the host (Koslowski et al., 2017; Sombetzki et al., 2018). In mice, infection with female schistosomes only was shown to produce fewer antigens than infection with male schistosomes only, although more antigens from female than male schistosomes were detected *in vitro* (Van Dam et al., 1996; Dumont et al., 2007).

The development of male schistosomes seems to be independent of the presence or absence of female worms, as unisexual and mated males show no morphological differences. When female worms are present, they are embraced by the males, which provide them with nutrients. The male worms transport the females to the oviposition site and are responsible for fertilization and maturation of the females (LoVerde et al., 2004). In this study, 1,293 genes were identified that were differentially expressed in the spleens of mice infected with male cercariae compared to naive controls (**Figure 2B**). This is more than twice the number of genes regulated by females (512 genes). The higher number of regulated genes in the spleen after unisexual infection with males suggests that males have a greater impact on their host in general. Our data are supported by previous studies demonstrating that male schistosomes induce a higher level of genetic diversity linked to antigenic polymorphism (Beltran et al., 2011), higher immunogenicity and higher pathogenicity compared to female schistosomes (Mota-Santos et al., 1977; Boissier et al., 1999). Thus, male schistosomes trigger strong innate immune reactions which lead to a reduction in worm and egg burden in the liver (Sombetzki et al., 2018). In addition, human participants exposed to male *S. mansoni* cercariae were described to develop Katayama syndrome (Langenberg et al., 2019).

Gene ontology analysis of upregulated genes following bisexual infection or infection with male schistosomes showed an enrichment for biological processes associated with the cell cycle, chromosome organization, and DNA packing (**Figure 3**). The genes discovered include *cdc20*, coding for cell division cycle protein 20 homologue, which is of extreme importance in cell cycle control and cell proliferation (Kapanidou et al., 2017). This might explain the higher spleen cell counts observed in groups MF and M (**Figure 1B**). Genes related to erythrocyte maturation and integrity are also upregulated in group M and MF mice compared with group F mice (**Figure 3** and **Supplementary Table 1**; Perkins et al., 1995; Satchwell et al., 2009; Cantù et al., 2011). 

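The difference between male and female infection in red cell genes was tested directly. Of 29 erythroid genes, 27 were higher in M than in F (29 adjusted over the list alone), with a median log2 difference of 2.99, and all 29 were higher in MF than in F, with a median of 6.33. *Klf1* was higher in M than in F by 3.16 (standard error 0.34, adjusted p = 0.000385), *Sox6* by 3.26 (standard error 0.29, adjusted p = 9.09e-05), *Gata1* by 2.35 (standard error 0.25, adjusted p = 0.000418) and *Rhag* by 4.00 (standard error 0.28, adjusted p = 1.90e-05) (n = 3 against 3). Between MF and F the difference was 6.33 (standard error 0.38, adjusted p = 4.26e-07) for *Klf1* and 5.78 (standard error 0.28, adjusted p = 1.13e-07) for *Gata1*. The list passed the camera test between M and F with an estimated correlation (adjusted p = 0.0221). This comparison does not use the naive arrays except for the estimate of the spread.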

Male schistosomes consume ~100 nl per day and female ~900 nl per day (Skelly et al., 2014). The higher feeding rate of female worms is related to egg production in the mated state. The blood consumption rate of females in unisexual infection is not yet known, but is certainly far below that of the other worms due to their smaller body size. Both group F and group M mice show an upregulation of antibody-related genes. However, in group M, in addition to a gene encoding the Fc receptor (fcamr), the receptors for IgG are also upregulated compared to the control mice. This could be indicative of higher antigen diversity on the part of the male worms. 

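Of the Fc receptor genes, *Fcgr4* was higher in M than in F by 1.94 (standard error 0.26, adjusted p = 0.00166) on the log2 scale (n = 3 against 3), and *Fcgr1* by 0.87 (standard error 0.18, adjusted p = 0.0244). For *Fcamr* the difference between M and F was -0.051 (standard error 0.37, adjusted p = 0.969). In MF, *Fcgr4* rose against naive mice by 2.27 (standard error 0.32, adjusted p = 0.000290) and *Fcgr1* by 1.20 (standard error 0.22, adjusted p = 0.00185), and *Fcamr* rose by 1.78 (standard error 0.45, adjusted p = 0.0140). The call of *Fcgr1* between M and F ended without any 1 of 5 arrays, with an adjusted p of 0.100 without M replicate 2, and that of *Fcamr* in MF without any 1 of 3 arrays, with 0.0892 without MF replicate 2.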

Other upregulated genes in group M mice, such as *apol10a*, *apol11a*, or *apol11b* (**Figure 3B**), encode apolipoproteins. Apolipoproteins are a protein component of lipoproteins and circulate in the blood transporting hydrophobic lipids such as tryacylglycerols (TGs) and cholesterol. It has been shown that, unlike in adult female schistosomes, TGs are the dominant lipid species on the surface of adult male schistosomes (Kadesch et al., 2020). There is evidence that lipoproteins are not only responsible for lipid transport between tissues and organs, but are also involved in immune defense against parasites (Han, 2010). In addition, adult schistosomes rely on the uptake of cholesterol and fatty acids from the host to form species-specific lipids with potentially immunomodulatory properties (Van Hellemond et al., 2006; Giera et al., 2018). The *ccl24* gene was also strongly upregulated in group M mice. Chemokine (C-C motif) ligand 24 is a small cytokine chemotactic for eosinophils, resting T lymphocytes and neutrophils (Patel et al., 1997; White et al., 1997). The plasma concentration of CCL24 was shown to be significantly higher in *S. mansoni*-infected individuals than in non-infected individuals (Rodrigues Oliveira et al., 2018). Higher expression of CCL24 is one more indicator of the stimulation of the host immune system by male worms. Moreover, INF-γ and interferon-stimulated genes were also found to be most upregulated in group M mice (**Figure 3** and **Supplementary Table 1**). These results are made even more striking by the fact that we also see significant IL-10 production after stimulation of splenocytes, which is known to suppress INF-γ (**Figure 6**; Flores Villanueva et al., 1994; Mosman, 1994).

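Interferon gamma genes were compared between the infected groups. *Ifng* was higher in M than in F by 2.25 (standard error 0.30, adjusted p = 0.00151), and MF lay below M with a log2 difference of -2.09 (standard error 0.33, adjusted p = 0.00117). The means of *Ifng* in F, MF and naive mice lay below the 75th percentile of the negative controls, so the sizes of these differences are limited by background. Of the 25 interferon gamma-induced genes, 19 were lower in MF than in M and none was higher (21 lower adjusted over the list alone), with a median log2 difference of -1.31 (adjusted p = 0.0412 with an estimated correlation). Against naive mice 7 of them rose and 3 fell in MF, with a median of 0.14. Erythroid genes were higher in MF than in M, so a smaller share of the expressing cells in the RNA and lower expression per cell cannot be told apart. *Gbp2* was higher in M than in F by 1.48 (standard error 0.26, adjusted p = 0.0106) and *Igtp* by 1.74 (standard error 0.22, adjusted p = 0.00120). The call of *Gbp2* between M and F ended without M replicate 3 (0.0577). The number of genes of the list that rose in MF was 4 without MF replicate 2.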

Downregulated genes following infection with male schistosomes were found to be involved in cellular processes such as signaling and adhesion (**Figure 3A**). The proteins affected include the pattern recognition receptors (PRRs) of antigen-presenting cells (APC), including DC-SIGN (CD209) and toll-like receptor 5 (TLR5). Dendritic cell-specific ICAM-3-grabbing nonintegrin (DC-SIGN, CD209) can recognize schistosome glycoconjugates (Van Liempt et al., 2007), and as APCs, DCs are important for initiating adaptive immune responses. Some studies have indicated that schistosome components interact with TLRs, which are receptors on DCs (Van der Kleij et al., 2002; Thomas et al., 2003; Aksoy et al., 2005). Thus, male worms may be able to modulate DC function *via* downregulation of pattern recognition receptors on APCs. On the other hand, we found increased expression of CD86 on DCs in group M, while the percentage of DCs within spleens did not differ between groups and the percentage of CD4^+^ T cells was significantly lower in group M mice than in control mice and group MF (**Figure 5A**). CD86 is expressed on antigen-presenting cells (APCs) such as DCs and macrophages. It is a marker of early DC maturation and is also described to be a critical costimulatory molecule in the initial steps of T cell activation (Caux et al., 1994; Lim et al., 2012). Thus, although male worms seem to stimulate the expression of CD86 on DCs, at the same time we see a lower proportion of CD4^+^ T cells in the spleens of animals from the M group. This observation might be related to increased IL-4 and IL-10 production by the splenocytes of group M mice. In addition to Th1 immune response, we also found Th2-associated cytokines to be secreted by SWAP-stimulated splenocytes following single-sex infection with male or female schistosomes. Apparently, the lack of soluble egg antigens leads to an unpolarized immune response that manifests in splenocytes producing a mixture of Th1 and Th2 cytokines. As expected, there is little evidence of a Th1 response in the MF group, but high levels of Th2 cytokines such as the pro-fibrotic IL-13. However, higher levels of the Th2 cytokine IL-4 are found in the splenocytes of group M mice than in groups MF or F. The high IL-10 level also measured in this group underlines the importance of IL-4 in controlling IL-10 production and thus the capacity of male schistosomes to regulate the immune response independent of parasite eggs (Mitchell et al., 2017).

As mentioned above, infection with female worms has less influence on gene regulation than infection with male worms or worm pairs. Among the most upregulated genes we detected in group F were *activation-induced cytidine deaminase* (*aicda*) and *fcamr* (**Figure 3** and **Supplementary Table 1**). AICDA causes mutations in DNA that produce antibody diversity by initiating somatic hypermutation and class-switch recombination of immunoglobulin genes in B cells (Muramatsu et al., 2000). The gene for Fc receptors on antigen-presenting cells (APCs; macrophages, dendritic cells and B cells) binds IgA and IgM and is upregulated to bind these antibodies and initiate adaptive immune response. However, schistosomes have developed specific ways to circumvent this antibody-mediated immune response. They are able to bind immunoglobulins *via* their Fc receptor to mask themselves with host proteins (Torpier et al., 1979). They are also able to cleave immunoglobulins directly using serine proteases (Auriault et al., 1981; Pleass et al., 2000). Genes of interleukin-1β (IL-1β) and “Resistins” are also upregulated in group F (**Figure 3** and **Supplementary Table 1**). IL-1β, primarily produced by blood monocytes and tissue macrophages, mediates both acute and chronic inflammation (Bird et al., 2002). Resistin has been shown to have potent proinflammatory properties, playing an important role in triggering the release of other proinflammatory cytokines such as TNF-α, IL-1β, and IL-6 (Bokarewa et al., 2005). Furthermore, resistin-like molecule alpha (Retnla) functions as a negative regulator of Th2 responses (Pesce et al., 2009). Downregulated genes in group F were shown to be involved in erythrocyte homeostasis. Here, *epb4.2* stands out, which is downregulated in group F only (**Figure 3**; **Supplementary Table 1**). 

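*Epb42* was lower in F than in M, the log2 difference of M minus F being 3.98 (standard error 0.28, adjusted p = 1.90e-05) (n = 3 against 3), and lower in F than in MF, with a difference of 7.14 (standard error 0.32, adjusted p = 6.12e-08). The genes whose calls were lower in F and higher in MF numbered 26, and *Epb42* was 1 of 14 named genes among them that were also higher in M. Without F replicate 1 or naive replicate 2, 0 or 2 genes were called in F, and without F replicate 3 or F replicate 2, 20 or 23 were. The fold changes moved less, and the median log2 fold change of the 29 erythroid genes in F was -1.53 without F replicate 1 and -1.22 without naive replicate 2, against -1.52 with all arrays.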

*Epb4.2* encodes a protein that is one of the most abundant and structurally important components of the peripheral erythrocyte membrane (Satchwell et al., 2009).

The lists of regulated genes presented here may be useful to decipher host–parasite interactions to identify targets for elimination for adult schistosomes. For example, ligands for lipoprotein uptake by adult schistosomes are a potential therapeutic target. Silencing the gene could first clarify the importance of this ligand for adult worm survival in the host. Also, immunization with the ligands as antigen could provide protection against infection. In addition, identification of potential parasite binding partners of TLRs as receptors on APCs or AICDA would also be of particular interest to identify potential targets.

Overall, our results suggest that male adult worms have a qualitatively diverse and strong immunogenic effect which induces an imbalanced Th1/Th2 immune response in the host, possibly affecting immune regulation. However, female worms also affect the gene expression profile in the spleen of mice, albeit to a lesser extent. Data collections of this kind are of great importance in understanding the effects of pathogens on the host organism and finding targets to repel or eliminate the invaders.

## Data Availability Statement

The data presented in the study is deposited in Gene Expression Omnibus (GEO) repository, accession number GSE197804.

## Ethics Statement

All animal experiments were performed in strict accordance with the German regulations of the Society for Laboratory Animal Science and the European Health Law of the Federation of Laboratory Animal Science Associations. The animal study was reviewed and approved by State Office for Agriculture, Foodsafety and Fisheries Mecklenburg-Western Pomerania (7221.3-2-022/17-3). All efforts were made to minimize the suffering of animals.

## Authors Contributions

FW, AR and MS designed the study. FW, AR, CS, and MS conducted experiments and analysed the data. FW, AR, NK, ECR, and MS contributed to data interpretation. DK conducted instrumental transcriptomic analysis, offered technical expertise and contributed to interpretation of data. FW and MS wrote the manuscript. All authors reviewed the manuscript.

## Funding

The work was founded by the European Social Fund project Card-ii-omics (grant number ESF/14-BM-A55-0037/16) and FORUN program of Rostock University Medical Center (grant number 889009).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Sex-Specific Modulation of the Host Transcriptome in the Spleen of Schistosoma mansoni-Infected Mice
**Source:** Front Cell Infect Microbiol. 2022 Jul 5;12:893632. doi: 10.3389/fcimb.2022.893632
**Supplement:** Supplementary file 1

Supplementary Table 1. List of regulated genes associated with host immune responses in the spleen of female C57BL/6J mice infected with male (M) or female (F) *Schistosoma mansoni* cercariae, or bisexually infected (MF) compared to naive control mice (8 wk p.i., n=2-3).

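Supplementary Table 1 lists the genes of the heat map by category, each with the identifier of its transcript cluster on the array and a fold change, a p-value and an FDR for M, F and MF. In the copy used here the function column is shifted against the gene rows, with *Apol11b* beside "Cell cycle", so the categories were taken from the text and Figure 3B. Its fold changes are signed as naive mice relative to infected mice, so a gene that rose after infection, such as *Ccl24*, has a negative fold change there and a positive one in the main text. The identifiers of the table were used to match 7 transcript clusters that the platform's table leaves without a symbol, 4 of which the study assigns to a pair of genes, such as *Gbp10/Gbp6*. Of 91 fold changes compared between the main text or this table and the arrays, 58 came from this table.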

Function related to:	Probeset ID	Gene Symbol	Description	MALE			FEMALE			MALE/FEMALE		
				Fold-change	p value	FDR	Fold-change	p value	FDR	Fold-change	p value	FDR
Antibodies	TC0600001386.mm.2	<i>Aicda</i>	activation-induced cytidine deaminase	-27.04	9.38E-07	6.00E-04	-20.42	2.38E-06	1.12E-02	-8.18	2.00E-04	1.90E-03
	TC0100001164.mm.2	<i>Fcamr</i>	Fc receptor, IgA, IgM, high affinity	-10.98	3.27E-06	1.10E-03	-11.35	2.82E-06	1.12E-02	-3.43	2.20E-03	1.40E-02
	TC0300002506.mm.2	<i>Fcgr1</i>	Fc receptor, IgG, high affinity I	-4.23	5.42E-07	5.00E-04	-2.13	1.00E-04	4.76E-02	-2.3	2.00E-04	1.90E-03
	TC0100001574.mm.2	<i>Fcgr4</i>	Fc receptor, IgG, low affinity IV	-10.38	1.03E-07	2.00E-04	-2.69	4.00E-04	8.66E-02	-4.81	1.51E-05	3.00E-04
Apolipoproteins	TC0100003584.mm.2	<i>Fcer1a</i>	Fc receptor, IgE, high affinity I, alpha polypeptide	-	-	-	-	-	-	-7.56	7.36E-06	2.00E-04
	TC1500001818.mm.2	<i>Apol8</i>	apolipoprotein L 8	-5.38	2.89E-05	3.50E-03	-	-	-	-60.53	1.22E-08	2.73E-06
	TC1500000627.mm.2	<i>Apol10a</i>	apolipoprotein L 10a	-30.32	2.80E-10	3.10E-06	-2.06	1.20E-03	1.25E-01	-222.11	3.98E-12	4.42E-08
	TC1500000628.mm.2	<i>Apol11a</i>	apolipoprotein L 11a	-87.66	1.31E-09	9.72E-06	-2.93	9.00E-04	1.13E-01	-460.78	1.07E-10	4.36E-07
Cell cycle	TC1500001817.mm.2	<i>Apol11b</i>	apolipoprotein L 11b	-41.34	1.73E-10	3.10E-06	-2.79	1.00E-04	4.55E-02	-368.78	3.72E-12	4.42E-08
	TC0400003390.mm.2	<i>Cdc20</i>	cell division cycle 20	-7.56	3.31E-06	1.10E-03	-2.52	2.70E-03	1.63E-01	-20.16	1.46E-07	1.11E-05
	TC0700004451.mm.2	<i>Mki67</i>	antigen identified by monoclonal antibody Ki 67	-4.62	1.63E-06	7.00E-04	-	-	-	-14.82	9.20E-09	2.35E-06
	TC0500003399.mm.2	<i>CCL24</i>	chemokine (C-C motif) ligand 24	-25.34	4.40E-07	5.00E-04	-2.06	3.47E-02	3.73E-01	-19.04	7.17E-06	2.00E-04
Mediators	TC0200004602.mm.2	<i>IL1b</i>	interleukin 1 beta	-	-	-	-4.49	1.00E-05	1.31E-02	-	-	-
	TC0100000298.mm.2	<i>IL1rl1</i>	interleukin 1 receptor-like 1	-	-	-	-	-	-	-21.85	8.54E-08	7.75E-06
	TC0200004475.mm.2	<i>Epb42</i>	erythrocyte membrane protein band 4.2	-3.61	6.51E-05	5.80E-03	4.51	3.43E-05	2.18E-02	-33.92	8.01E-09	2.21E-06
	TC0800000971.mm.2	<i>Klf1</i>	Kruppel-like factor 1 (erythroid)	-3.14	3.00E-04	1.29E-02	2.26	7.00E-03	2.25E-01	-34.39	5.07E-08	5.84E-06
Erythrocytes	TC1700000817.mm.2	<i>Rhag</i>	Rhesus blood group-associated A glycoprotein	-3.15	7.28E-05	6.10E-03	4.31	2.87E-05	1.93E-02	-41.07	4.59E-09	1.91E-06
	TC0700004148.mm.2	<i>Sox6</i>	SRY (sex determining region Y)-box 6	-6.62	5.22E-06	1.30E-03	-	-	-	-60.14	1.84E-09	1.24E-06
	TC0300001704.mm.2	<i>Cpa3</i>	carboxypeptidase A3, mast cell	-2.11	2.09E-02	1.67E-01	-	-	-	-23.77	8.00E-07	3.44E-05
	TC1400001868.mm.2	<i>Ear1</i>	eosinophil-associated, ribonuclease A family, member 1	-2.21	1.85E-02	1.55E-01	-	-	-	-182.61	1.01E-09	9.19E-07
Granulocytes	TC1400000594.mm.2	<i>Ear7; Ear6</i>	eosinophil-associated, ribonuclease A family, member 7 & member 6	-2.41	3.49E-02	2.19E-01	-	-	-	-338.05	8.08E-09	2.21E-06
	TC1000000823.mm.2	<i>Elae</i>	elastase, neutrophil expressed	-	-	-	-	-	-	-11.31	1.14E-06	4.38E-05
	TC1100003488.mm.2	<i>Epx</i>	eosinophil peroxidase	-	-	-	-	-	-	-266.11	3.08E-09	1.51E-06
	TC1400002113.mm.2	<i>Mcpt8</i>	mast cell protease 8	-2.12	6.00E-04	1.98E-02	-	-	-	-80.07	2.27E-10	6.29E-07
Interferons	TC0900001461.mm.2	<i>Ngp</i>	neutrophilic granule protein	-	-	-	2.97	1.12E-02	2.66E-01	-11.6	4.68E-06	1.00E-04
	TC0200001227.mm.2	<i>Prg2</i>	proteoglycan 2, bone marrow	-	-	-	-	-	-	-134.58	3.36E-10	6.79E-07
	TC0300001447.mm.2	<i>Gbp2</i>	guanylate binding protein 2	-8.82	2.79E-07	4.00E-04	-3.63	1.00E-04	4.78E-02	-	-	-
	TC0300001444.mm.2	<i>Gbp2b; Gbp5</i>	guanylate binding protein 2b; guanylate binding protein 5	-3.88	6.62E-06	1.50E-03	-	-	-	-	-	-
Pattern recognition receptors	TC0500002895.mm.2	<i>Gbp10; Gbp6</i>	guanylate-binding protein 10; guanylate binding protein 6	-6.37	2.14E-06	9.00E-04	-2.76	5.00E-04	9.11E-02	-	-	-
	TC1100002643.mm.2	<i>Gm12185; Tgtp1</i>	predicted gene 12185; T cell specific GTPase 1	-9.55	3.73E-08	1.00E-04	-3.83	1.29E-05	1.44E-02	-4.62	4.67E-06	1.00E-04
	TC1000001452.mm.2	<i>lfn</i>	interferon gamma	-9.92	4.66E-07	5.00E-04	-2.59	7.30E-03	2.28E-01	-2.35	5.40E-03	2.89E-02
	TC1800000610.mm.2	<i>Iigp1</i>	interferon inducible GTPase 1	-11.84	6.09E-08	2.00E-04	-4.26	1.89E-05	1.56E-02	-3.65	1.00E-04	1.40E-03
Resistins	TC1100002649.mm.2	<i>Tgtp2</i>	T cell specific GTPase 2	-8.27	7.16E-08	2.00E-04	-3.7	9.90E-06	1.31E-02	-4.98	3.25E-06	9.28E-05
	TC0800001619.mm.2	<i>Cd209a</i>	CD209a antigen	3.84	2.00E-04	9.80E-03	-	-	-	5.61	4.39E-05	6.00E-04
	TC0800001624.mm.2	<i>Cd209b</i>	CD209b antigen	5.28	3.84E-06	1.20E-03	2.66	4.00E-04	9.11E-02	5.11	1.01E-05	2.00E-04
	TC0800001617.mm.2	<i>Clec4g</i>	C-type lectin domain family 4, member g	3.67	3.68E-05	4.00E-03	-	-	-	15.17	7.54E-08	7.34E-06
	TC0100001754.mm.2	<i>Tlr5</i>	toll-like receptor 5	4.60	5.16E-06	1.30E-03	-	-	-	3.99	1.25E-05	3.00E-04
	TC0800000019.mm.2	<i>Retn</i>	resistin	-	-	-	-2.39	2.97E-02	3.55E-01	-	-	-
	TC1600000698.mm.2	<i>Retnl</i>	resistin like alpha	-	-	-	-3.84	3.05E-02	3.58E-01	-2.49	4.20E-02	1.42E-01
	TC1600000699.mm.2	<i>Retnlg</i>	resistin like gamma	-6.19	1.00E-04	8.30E-03	-9.31	1.00E-04	4.35E-02	-11.18	2.45E-05	4.00E-04

How the deposited data were processed for this re-analysis (not part of the article)

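The study measured gene expression in whole spleens of C57BL/6 mice 8 weeks after infection with 100 male (M), female (F) or mixed (MF, 50 of each sex) cercariae and in naive mice. There were 3 arrays each of M and F and 2 each of MF and naive, with 200 ng of total RNA labeled per array. According to the authors' methods, the log2 expression values were made in the Transcriptome Analysis Console with SST-RMA, which corrects for background, normalizes between arrays and summarizes probes to transcript clusters, before they were deposited; they were used here as deposited. The scale is not named in the table and was read as log2 from the range of the values.

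All values were analysed in R 4.3.3 with limma 3.58.1. Of 28846 features, 6640 were controls and 22206 transcript clusters were tested. Symbols came from the platform's table, and 7 clusters were named from Supplementary Table 1, 4 of them by a pair of symbols. Where 55 symbols had more than 1 cluster, the cluster with the highest mean was taken, which left 19511 symbols. A linear model with 4 group means was fitted to all 10 arrays (lmFit) and the variances were moderated (eBayes; 6 residual and 5.516 prior degrees of freedom). Comparisons were M, F and MF with naive, and M with F, MF with M and MF with F. Genes were called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p of a gene is from this limma model. The replicate numbers did not pair the samples and were used as a block only in 1 alternative.

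Lists of genes were tested with limma's camera against the other genes, with a preset inter-gene correlation of 0.01 and, beside it, with a correlation estimated per list. Of 49 lists, 9 hold the genes chosen by the study, and the p-values were adjusted over 147 tests, the 49 lists in the 3 comparisons with naive mice. Comparisons between infected groups were adjusted separately. The members of a list were also counted at an adjusted p under 0.05, over all genes and over the list alone. A member whose naive mean lay below the 75th percentile of the negative controls is described as such.

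The genes named in the text were chosen by 1 rule. It takes every gene the paper names (values in the paper's tables had been seen), the 10 largest increases and decreases per infected group among called genes with exactly 1 symbol, not predicted models, in which every infected array lay beyond both naive arrays, the 5 largest each way between M and F by the same rule, and up to 4 members of a list with the largest change. A few genes outside it are named as chosen after their values were seen.

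Principal components were computed on centred, unscaled values of all transcript clusters. Groups were compared by exact permutation of the distances between arrays. The model was tested on simulated data with 200 changed genes of 22206: of 100 genes changed by 1.5 on the log2 scale, 83 were recovered in M, 86 in F and 70 in MF, and of 100 changed by 3, all 100 were recovered in each, with 9, 7 and 13 false calls and 0 calls in the wrong direction. The simulated genes varied independently, with normal noise of the moderated variances and changes in 1 group only. These shares are therefore not the sensitivity of the real comparisons.

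The alternatives were an unadjusted p, no fold minimum, a test against a 2-fold change (treat), only the arrays of the groups compared, an intensity trend or robust moderation, no moderation, leaving out the lowest 25% of mean values, quantile normalization or median subtraction of the deposited values, array weights, the replicate block, and leaving out each array. The results of 1 gene are not reported here. Gene ontology enrichment was not analysed here because the term lists are not given. Spleen weight, flow cytometry, ELISA and PCR data were not used here, and no processed arrays of other time points were among the deposited values.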

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

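The tests of blood in the spleen and of a uniform dilution were chosen only after the result was seen, and the others were written before they were run. The lists of clock genes and of early red cell genes were added after the first results had been seen, when *Dbp* was already among the largest decreases in MF.

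Erythroid genes differed between male and female infection by a median log2 difference of 2.99, which a test of the difference between the groups passed for 27 of 29 genes. With either naive array left out, the median in F stayed at -1.22 or lower and that in M at 1.06 or higher, which argues against 1 aberrant naive array as the source of both directions. Blood left in the spleen would bring transcripts of late red cells and not of early precursors. In M the early genes rose by a median of 1.71, which argues against blood alone there. In F the 6 early genes had a median of -0.69, from -1.23 to -0.27, with none past the test. That median lay past the bound written against blood, but by less than the spread of these genes, a condition outside the written rule. Blood and a change in red cell formation therefore cannot be told apart in F. A difference in red cell formation between the infections stays open and was not tested.

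Between M and F, 481 genes passed the thresholds, a difference between groups. The 6 arrays allow 10 splits into 3 and 3, and 1 of them, the real one, reached 481, against 2 genes in the highest of the others. With 10 splits no share under 0.05 can be reached.

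In F, 6 of 10 germinal center B cell genes were higher than in naive mice. The list was not taken from the study's heat map but holds 1 of its genes, and 5 of the other 9 were higher in F. The count was 0 without F replicate 1 or naive replicate 2.

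In MF the B cell list had a median log2 fold change of -2.25, a signal outside the genes that the paper discusses. The spleens gained many erythroid and granulocyte transcripts, which would lower the share of every resident cell alike. The median of B cell genes lay further from 0 than that of endothelial genes by -1.42, with a permutation p of 3.00e-05 over 100000 permutations of the genes. This permutation takes the genes as independent and does not measure the spread between mice. It therefore cannot decide whether a uniform dilution is the only source. In the paper's flow cytometry the percentage of B cells did not appear affected by infection and the total number of immune cells was higher in MF, which goes against a lower number of B cells. A lower share of B cells among all cells of the spleen, or lower expression per cell, stays open, and neither was tested.

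The clock output genes, which the paper does not discuss, had a median log2 fold change of -1.10 in MF. *Dbp* fell in MF by 4.07 on the log2 scale (adjusted p = 8.59e-07). A different time of day at dissection would raise the genes of opposite phase, and a lower share of the cells that express the clock would lower both phases. The opposite-phase genes had a median of -0.20 in MF, with *Arntl* at -1.40 and *Nfil3* at 1.71 (from a naive mean below the 75th percentile of the negative controls). The median met the outcome written against time of day before the test was run, but by less than the spread of these genes, a condition outside the written rule. Time of day and cell share therefore cannot be told apart from these genes, which go both ways. No biological explanation was tested.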

How the results depend on the processing

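The counts set on a biweight average and the overlaps with 1 naive array for each comparison were chosen after seeing the values, and the other alternatives were not. The counts of genes against naive mice were 947 in M, 68 in F and 3835 in MF. At an unadjusted p with the 2-fold minimum F had 455 genes. Tested against a 2-fold change (treat) there were 34 in M, 0 in F and 1179 in MF (730 higher), and 62 between M and F, 377 between MF and M (293 higher) and 1159 between MF and F (732 higher). The larger part of the genes between MF and M was also higher in MF with quantile normalization (1172 of 2282) and without MF replicate 2 (879 of 1732). The genes called in M alone were 145, 11 with treat, 61 without moderation and 51 to 157 when 1 array was left out. Without moderation there were 459 in M, 0 in F and 208 between M and F. F had 0 genes with only the arrays of the 2 groups compared, 201 with an intensity trend, 42 with array weights and 37 with the replicate block. With biweight averages and an unadjusted p it had 512. The 0 genes of F in these settings stand against 455 at an unadjusted p in limma.

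The genes shared by all groups, by F and MF, and by M and F were 193, 274 and 254 at an unadjusted p, 111, 150 and 139 with a trend, 27, 32 and 31 with the replicate block, and 201, 292 and 264 with biweight averages and an unadjusted p. With array weights F and MF shared 36 and M and F 34. With treat, with only the arrays of the 2 groups and without moderation these 3 overlaps were 0. M and MF shared 23 with treat and 398 without moderation.

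Leaving out 1 array, where a group of 2 becomes 1 array that is assumed to vary like the others, gave 401 to 959 genes in M, 0 to 55 in F, 3205 to 3869 in MF, 322 to 482 between M and F, 1732 to 2399 between MF and M and 2989 to 3531 between MF and F. F had 0 without F replicate 1, 2 without naive replicate 2, 20 without F replicate 3, 23 without F replicate 2 and 40 without either MF array, and M had 401 without naive replicate 1 and 594 without M replicate 2. The overlaps ranged from 0 to 34 for all groups, 0 to 50 for F and MF, 0 to 39 for M and F and 346 to 799 for M and MF. The share of the first component ranged from 44.2% to 56.5%, against 53.0%, and was 28.9% with unit variance and 84.0% over the 1000 most variable clusters.

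Of the list tests, 94 passed, 41 with an estimated correlation, and 83 to 104 when 1 array was left out. The median of plasma cell and immunoglobulin genes in F reversed to -0.12 without naive replicate 1, and was up to 0.41 without naive replicate 2. Of 470 calls of named genes, 297 were kept under every setting, 173 were lost under at least 1 and 0 reversed. In M 76 of 138 were kept, in F 0 of 32, in MF 177 of 203 and between M and F 44 of 97. The cause was not tested. Normalizing the arrays again, subtracting medians, robust moderation and dropping the fold minimum or the lowest 25% of values left all 6 counts within 1.5 times. On an array, 45.4% to 49.9% of the clusters lay above the 75th percentile of the negative controls, so changes of the others are limited by background.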

Differences from the paper's values

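The paper's count of differentially expressed genes in F is the paper's 512, with 249 up and 263 down, and the values here are 68, with 30 and 38. The paper's genes regulated only in F are 157 (3.5%), against 3 (0.0752%) here, the genes in F and MF but not M are the paper's 91 (2.0%), against 13 (0.326%), and the genes in all groups are the paper's 201 (4.5%), against 43 (1.08%). For these results the unadjusted p under 0.05 with the 2-fold minimum, set before the data were examined, comes within 1.5 times the paper's values, the limit beyond which counts are taken to differ here: 455 genes in F (228 up and 227 down), 120 only in F (2.70%), 81 in F and MF but not M (1.82%) and 193 in all groups (4.34%). None of the other alternatives set before the data were examined does. The paper states the thresholds used here, a fold change of 2 and an FDR below 0.05 beside a p-value.

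The genes regulated only in M are the paper's 231, against 145 here. Within 1.5 times the paper's value, without equalling it, are the unadjusted p (202), no fold minimum (171), the intensity trend (164), leaving out the lowest 25% of mean values (154), without F replicate 2 (157) and without MF replicate 2 (156), and the other alternatives set before the data were examined are not.

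With fold changes from Tukey biweight group averages and an unadjusted p, a setting chosen after seeing the values, the counts equal the paper's in M (1293), F (512) and MF (4062) and in the regions above (231, 157, 91 and 201). This is a setting under which the values fall within the paper's, not a method the paper states. Of the 91 gene and group pairs for which the paper gives a fold change, it drops 0, the unadjusted p with the 2-fold minimum drops 1 (*Retn* in F), and the thresholds used here drop 16, of which 12 are in F.

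Of 91 fold changes given by the paper, 33 in the text and 58 in Supplementary Table 1, 0 differ, where a value differs if its direction is opposite, or if it is more than 1.5 times the other and further from it than the replicate SD of the gene. The ratio of 1 exceeds 1.5, that of *Retnla* in F, with 3.8 in the paper's text and 2.46 here (a ratio of 1.55), which lies within the replicate SD. The fold changes of Supplementary Table 1 match after a change of direction, as naive relative to infected.

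The paper describes all 3 resistin genes as upregulated in F. Here *Retnlg* rose, and *Retn* (adjusted p = 0.354) and *Retnla* (adjusted p = 0.358) did not pass the test. The paper describes *Apol8*, *Apol10a*, *Apol11a* and *Apol11b* as upregulated in F; of these, *Apol11b* passed the test here (adjusted p = 0.0456). The paper counts *Fcgr4* among the upregulated genes of F, and its adjusted p here is 0.0866. For *Retn*, *Retnla*, *Apol10a*, *Apol11a*, *Fcgr4*, *Cdc20* and *Ccl24* in F, among others, the FDR that Supplementary Table 1 gives also lies above the stated limit. All of these genes that have a fold change in the paper, except *Retn*, are called in F at an unadjusted p with the 2-fold minimum. The paper singles out *Epb42* as lower in F. Its main ontology terms for the genes lower in F include homeostatic processes of erythrocytes, and Supplementary Table 1 also has *Rhag* and *Klf1* lower. In the same direction, 12 of 29 erythroid genes fell in F here, among them *Rhag* and *Slc4a1*.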

Other observations

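Genes of the spleen's framework fell in bisexual infection, which the paper does not describe. Erythroid and neutrophil genes rose in the same arrays. A smaller share of framework cells in the RNA and lower expression per cell therefore cannot be told apart here. Of 22 genes of stroma and extracellular matrix, 12 fell and 1 rose in MF (13 and 1 adjusted over the list alone; adjusted p = 0.0427 with an estimated correlation), among them the chemokine gene *Ccl19*, by 3.06 on the log2 scale (standard error 0.29, adjusted p = 1.88e-05), and the smooth muscle actin gene *Acta2*, by 2.65 on the log2 scale (standard error 0.27, adjusted p = 2.68e-05). Of 20 endothelial genes, 7 fell in MF (10 adjusted over the list alone; adjusted p = 0.0916 with an estimated correlation), with a median log2 fold change of -0.82. All 9 marginal zone B cell genes fell in MF (adjusted p = 0.0574 with an estimated correlation), and 5 of 6 genes of marginal zone macrophages fell (adjusted p = 0.186). The number of stromal genes that rose was 0 without MF replicate 1 or MF replicate 2 or naive replicate 1, and the number of endothelial genes that rose, 0 with all arrays, was 1 without M replicate 1 or naive replicate 2.

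Of 17 Th1 genes, 4 higher and 0 lower than naive were called in M, 0 higher and 0 lower in F and 3 higher and 9 lower in MF (7 and 0, 6 and 0 and 3 and 10 adjusted over the list alone), and of 11 Th2 genes 1 higher and 0 lower in M, 0 higher and 0 lower in F and 1 higher and 2 lower in MF. Without the 1 gene of each list that the study chose, 3 Th1 genes were higher in M, and 2 Th1 and 0 Th2 genes were higher in MF. *Gzmb*, a granzyme gene of cytotoxic cells, rose in M by 3.21 (standard error 0.46, adjusted p = 0.00283) and had a log2 fold change of 0.14 (standard error 0.51, adjusted p = 0.901) in MF. The Th1 list passed the camera test with an estimated correlation in M (adjusted p = 0.0427) and F (adjusted p = 0.0427) and not in MF (adjusted p = 0.102). The 1 Th2 gene that rose in M, *Icos*, named after its value was seen, lost its call without any 1 of 8 arrays, and the number was 2 without F replicate 2. The number of Th1 genes higher in M was 2 without M replicate 2 or naive replicate 1. In MF the number higher was 0 without MF replicate 2 or naive replicate 1, 1 without MF replicate 1, and the number lower was 4 without naive replicate 1, 5 without MF replicate 2.

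Members of other lists were counted in MF: 0 higher and 5 lower of 13 regulatory T cell genes, 6 higher and 1 lower of 15 plasma cell and immunoglobulin genes, 4 higher and 3 lower of 12 monocyte and macrophage genes, 4 higher and 0 lower of 14 genes of alternative macrophage activation, 1 higher and 7 lower of 13 conventional dendritic cell genes, 0 higher and 7 lower of 9 plasmacytoid dendritic cell genes, 3 higher and 0 lower of 12 platelet genes, 1 higher and 1 lower of 11 progenitor genes and 1 higher and 5 lower of 13 immediate early and stress genes. Of these lists, that of conventional dendritic cells passed the camera test with an estimated correlation (adjusted p = 0.0427). It holds 1 gene chosen by the study, and its other 12 genes had an adjusted p of 0.0580 in that test. With the preset correlation alone passed those of regulatory T cells (adjusted p = 0.105 with an estimated correlation), plasma cells (0.428), alternative activation (0.198), plasmacytoid dendritic cells (0.0830) and platelets (0.280). Without the 2 genes chosen by the study, the alternative activation list had a camera adjusted p of 0.165 with the preset correlation. Monocytes and macrophages (adjusted p = 0.238 with the preset correlation), progenitors (0.262) and stress genes (0.0695) did not pass. Some of these counts in MF changed when 1 array was left out. Leaving out an MF or naive array leaves 1 in its group, so a lower count there may reflect less power alone. The number of regulatory T cell genes that fell was 2 without MF replicate 2, 3 without naive replicate 1, that of plasma cell genes that fell 0 without MF replicate 2 or naive replicate 1 or naive replicate 2, that of platelet genes that rose 1 without MF replicate 1 or naive replicate 1, that of progenitor genes that rose 0 without MF replicate 1 or naive replicate 1 and that fell 0 without MF replicate 2 or naive replicate 1 or naive replicate 2, 2 without M replicate 1 or M replicate 3, 3 without F replicate 2, and that of stress genes that rose 2 without M replicate 1 and that fell 3 without MF replicate 2 or naive replicate 1. The 1 dendritic cell gene that rose lost its call without any 1 of 9 arrays, and 1 gene of alternative activation fell without MF replicate 1 or naive replicate 2. Of the 9 reference genes none passed the test in M, F or MF.

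Genes of neighboring tissues were counted as well. Of 13 pancreatic genes, 1 rose in MF, and of 12 hepatocyte genes, 2 were lower in MF, *Alb* and *Ahsg*, of which *Ahsg* had all 4 group means below the 75th percentile of the negative controls, so that its change is not read, with *Alb* at 10.97 in naive replicate 1 and 5.64 in naive replicate 2. The call of *Alb* in MF ended without MF replicate 1 (adjusted p = 0.119). Of 11 adipocyte genes, 1 was lower in MF. The number of hepatocyte genes was 0 without MF replicate 1 or MF replicate 2 or naive replicate 1, that of adipocyte genes 0 without MF replicate 2, 2 without F replicate 3, and the pancreatic gene lost its call without any 1 of 8 arrays.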
